# RNA-Seq Provides New Insights into the Gene Expression Changes in *Azoarcus olearius* BH72 under Nitrogen-Deficient and Replete Conditions beyond the Nitrogen Fixation Process

**DOI:** 10.3390/microorganisms9091888

**Published:** 2021-09-06

**Authors:** Shanmugam Solaiyappan Mani, Barbara Reinhold-Hurek

**Keywords:** biological nitrogen fixation, RNA-Seq, endophyte

## Abstract

*Azoarcus olearius* BH72 is an endophyte capable of biological nitrogen fixation (BNF) and of supplying nitrogen to its host plant. Our previous microarray approach provided insights into the transcriptome of strain BH72 under N_2_-fixation in comparison to ammonium-grown conditions, which already indicated the induction of genes not related to the BNF process. Due to the known limitations of the technique, we might have missed additional differentially expressed genes (DEGs). Thus, we used directional RNA-Seq to better comprehend the transcriptional landscape under these growth conditions. RNA-Seq detected almost 24% of the annotated genes to be regulated, twice the amount identified by microarray. In addition to confirming entire regulated operons containing known DEGs, the new approach detected the induction of genes involved in carbon metabolism and flagellar and twitching motility. This may support N_2_-fixation by increasing energy production and by finding suitable microaerobic niches. On the other hand, energy expenditures were reduced by suppressing translation and vitamin biosynthesis. Nonetheless, strain BH72 does not appear to be content with N_2_-fixation but is primed for alternative economic N-sources, such as nitrate, urea or amino acids; a strong gene induction of machineries for their uptake and assimilation was detected. RNA-Seq has thus provided a better understanding of a lifestyle under limiting nitrogen sources by elucidating hitherto unknown regulated processes.

## 1. Introduction

Nitrogen, a component of biomolecules such as proteins and nucleic acids, is important for the growth of plants [1]. In spite of its abundance in the atmosphere, plants cannot directly assimilate N_2_ and depend on the combined nitrogen sources from soil. Only certain prokaryotes have the capability to convert atmospheric N_2_ into combined forms for plant assimilation. This process is termed biological nitrogen fixation (BNF), and the prokaryotes that perform BNF are referred to as diazotrophs. Harnessing the power of BNF grants us a better alternative for chemical fertilizers, thereby taking us a step closer to sustainable agriculture [2]. Our model organism, *Azoarcus olearius* BH72, is a diazotroph belonging to the class *Betaproteobacteria* [3]. It is an endophyte that was isolated from the surface-sterilized roots of Kallar grass (*Leptochloa fusca* L. Kunth) from the Punjab region of Pakistan [4]. Earlier, it was confirmed that strain BH72 supplies fixed nitrogen to its host plant, Kallar grass [5]. This strain has been shown to colonize rice roots and endophytically express nitrogenase genes under gnotobiotic conditions within rice roots [6,7]. Another strain of this species, DQS-4, isolated from oil-contaminated soil in Taiwan can fix atmospheric nitrogen as well [8]. This strain is also able to colonize rice roots endophytically and has exhibited plant growth-promoting activity [9]. Hence, studying gene regulation in strain BH72 under BNF will strengthen our understanding of specific requirements and activities of *A. olearius* while fixing nitrogen.

As an initial step in this quest, we previously used microarrays to compare the transcriptome of strain BH72 under N_2_-fixing and ammonium-grown conditions [10]. For this analysis, we used transcriptome microarrays spotted with 70 mer oligonucleotide probes as quadruplicates for the 3989 predicted protein-coding genes from *A. olearius* BH72 [10]. As expected, this study revealed several BNF-related genes to be differentially expressed. This included the genes encoding for the transcriptional regulator of BNF (NifA), components of nitrogenase, its maturation factors, and the energy transfer system (Rnf1 complex). Simultaneously, it elucidated the regulation of processes that did not have a direct link to BNF such as type 2 and one of the two type 6 protein secretion systems (T2SS and T6SS-1). The T6SS is present in a wide range of endophytes [11], and especially in symbiotic rhizobia, the T6SS-1 (Imp system) affected the host range of nodulation [12]. Therefore, in strain BH72, they may play an important role in plant colonization as well. Presumably, the bacterium already induces their expression under BNF as a preparatory step for its lifestyle. Remarkably, the microarray study was the first to report a BNF-dependent induction of T6SS expression [10,13]. Nevertheless, microarrays failed to detect genes that were previously shown to be differentially expressed under similar growth conditions such as *nifH*, *fdxN*, *draG*, *amtB*, and *amtE* [7,14,15,16,17]. This phenomenon could be attributed to the known limitations of the microarray approach, such as lower detection range, cross-hybridization, non-specific hybridization, and spot inhomogeneity. These limitations might have prevented microarrays from identifying other vital components and regulations during BNF. This additional knowledge will help in answering several open questions. One of the persisting questions pertains to how *Azoarcus* provides the necessary energy for BNF. A recent study has revealed that in *E. coli* that has been artificially engineered to perform BNF, the metabolic flux shifted from the tricarboxylic acid (TCA) cycle to the pentose phosphate pathway (PPP) and to ethanol fermentation to support BNF [18]. In strain BH72, microarrays detected the genes involved in the Embden–Meyerhof–Parnas pathway to be repressed but did not detect differential regulation in any of the alternate metabolic pathways to sustain the energy supply.

RNA-Seq overcomes many of the above limitations of microarrays. RNA-Seq has a higher sensitivity, specificity, and increased dynamic range of detection. Additionally, studies have already shown that RNA-Seq approaches reveal information and regulatory features in addition to the data from microarray analysis [19,20,21,22,23,24]. Consequently, RNA-Seq has superseded microarrays for transcriptome profiling. Nevertheless, the application of RNA-Seq to understand BNF is scarce. In *Azotobacter vinelandii,* almost 30% of the annotated genes were found to be differentially expressed during N_2_-fixing growth in comparison to non-fixing growth [25]. The quantity was even higher for *Paenibacillus* sp. WLY78; roughly 60% of the genes were detected to be regulated [26]. These are remarkably higher compared to our previous microarray analysis (13%). This highlights the depth of knowledge that could be obtained by implementing RNA-Seq to identify genes regulated under BNF in strain BH72. Hence, in this study, we ventured to analyze the transcriptome of strain BH72 during diazotrophic growth in comparison to ammonium-grown conditions using directional RNA-Seq.

## 2. Materials and Methods

### 2.1. Growth and Harvesting of Bacterial Cultures

*Azoarcus olearius* strain BH72 was initially grown in minimal medium (synthetic malate, SM) [27] without biotin. The cells were washed thrice with nitrogen-free SM-medium and were used as an inoculant. For the N_2_-fixing conditions, strain BH72 was cultivated microaerobically (0.3% O_2_) in a bioreactor (Minifors, Infors HT, Einsbach, Germany) at 37 °C with constant stirring at 600 rpm in 1.6 L of N-free SM medium in the presence of N_2_. As a control, the strain was also grown in ammonium-based conditions by supplementing the SM medium with 10 mM NH_4_Cl. Under both conditions, three independent cultures were set up. An amount of 30 mL of the cultures was harvested at an optical density (OD_578_) of 0.5–0.7 by centrifuging at 5500× *g* and 25 °C for 10 min. The supernatant was removed, and the pellets were frozen in liquid nitrogen and were stored at −80 °C.

### 2.2. Extraction of RNA from Bacterial Cells

RNA extraction was performed by means of the hot phenol method, as described previously [10]. In brief, frozen cell pellets were re-suspended in 8 mL of the hot phenol solution. The hot phenol solution was prepared by mixing equal quantities of phenol–chloroform–isoamyl alcohol (25:24:1 (*v/v/v*)) (pH 4.0) (AppliChem GmbH, Darmstadt, Germany; CAS registry numbers 108-95-2, 67-66-3 and 123-51-3, respectively) and NAES (50 mM Sodium acetate, 10 mM EDTA, and 1% (*w/v*) SDS at pH 5.1) and was heated to 65 °C. The cell suspension was incubated at 65 °C for 5 min, further incubated on ice for 10 min, and then centrifuged at 13,000× *g* and 12 °C for 15 min. The aqueous phase was extracted again with an equal volume of phenol–chloroform–isoamyl alcohol (pH 4.0), and this step was repeated thrice. The resulting aqueous phase was mixed with an equal volume of a chloroform–isoamyl alcohol mixture (24:1 (*v/v*)) (Carl Roth GmbH, Karlsruhe, Germany, CAS registry numbers 67-66-3 and 123-51-3, respectively) and was extracted after centrifugation at 6300× *g* and 12 °C for 5 min. After extraction, the nucleic acids were precipitated with an equal volume of isopropanol (VWR International GmbH, Darmstadt, Germany; CAS registry number 67-63-0), were incubated on ice for 60 min, and were centrifuged at 13,000× *g* and 4 °C for 10 min. The pellet was washed with the same volume of 70% ethanol (VWR International GmbH, Darmstadt, Germany; CAS registry number 64-17-5) and was centrifugated at 4 °C for 5 min. After drying, the pellet was re-suspended in 30 µL of RNase free water. The sample was immediately frozen in liquid nitrogen and was stored at −80 °C for further processing.

From the extracted nucleic acids, genomic DNA was eliminated using the RNeasy Plus Mini Kit (Qiagen, Hilden, Germany, Catalog no. 74134) as per the protocol prescribed by the manufacturer for the purification of total RNA containing small RNAs. In the procedure, 10 µg of the extracted nucleic acid was used as the sample instead of cells.

### 2.3. Preparation and Sequencing of Directional RNA-Seq Library

The RNA samples were further processed and sequenced at Vertis Biotechnologie AG, Freising, Germany. The ribosomal RNA was depleted using the Ribo-Zero rRNA Removal Kit for bacteria (Illumina, Berlin, Germany, Catalog no. MRZB12424). The samples were fragmented by four pulses of ultrasound that were 30 s each at 4 °C. To aid in directional sequencing, a 3′ Illumina TruSeq sequencing adapter with barcodes was ligated to the 3′ end of the fragmented RNA molecules. The first-strand cDNA was synthesized using M-MLV reverse transcriptase and a primer binding to the adapter sequence. Synthesized cDNA was purified, and to its 3′ end, the 5′ Illumina TruSeq sequencing adapter, which also contained barcodes, was ligated. The cDNA was amplified through 13 cycles of PCR using a high-fidelity DNA polymerase to obtain about 10–20 ng/µL of DNA. The amplified cDNA was purified using an Agencourt AMPure XP kit (Beckman Coulter Genomics, Krefeld, Germany). The six samples were pooled in approximately equimolar amounts and were size-fractionated using a preparative agarose gel to obtain a size range between 200 and 400 bp. The sample pool was sequenced on an Illumina NextSeq 500 system using a 75 bp read length. The sequence of the TruSeq adapters and the barcodes used in this procedure are provided in Tables S1 and S2, respectively. The reads obtained from the RNA-Seq have been deposited in the NCBI’s Gene Expression Omnibus [28] and are accessible through the GEO Series accession number GSE176473 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE176473).

### 2.4. Mapping of Reads to the Genome Sequence and Analysis of Differential Expression

The Illumina sequencing reads were trimmed using the fastptool [29] based on the adapter sequence (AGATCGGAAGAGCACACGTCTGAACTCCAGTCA) and the read quality. Reads with at least one “N” base or more than 10 bases with a Phred score less than 10 were removed. From the 5′ and 3′ end of the reads, bases up to a 3-nucleotide window that had a mean quality score less than 10 were also dropped. Processed reads were aligned to the genome sequence of *Azoarcus olearius* strain BH72 using the READemption tool [30] with its default parameters. Only reads that mapped uniquely were considered for quantification. Raw coverage values for the annotated CDSs were rounded and were used for differential expression analysis using the DEseq2 tool [31]. In the tool, the results were optimized for an FDR cutoff value of 0.05 by means of the independent filtering of the genes based on mean normalized counts.

### 2.5. Verification of RNA-Seq Data by Quantitative RT-PCR

The differential expression of selected targets identified by RNA-Seq was verified through quantitative RT-PCR of RNA samples. For each target, the first-strand cDNA was synthesized by Superscript III reverse transcriptase (ThermoFischer Scientific, Darmstadt, Germany, Catalog no. 18080093). Specifically, 2.5 µM of gene-specific reverse primer and 20 ng of total RNA were used in a 10 µL reaction volume and were incubated at 55 °C. Other components and steps were followed as per the prescribed protocol. In each reaction, 10 U of Recombinant RNasin Ribonuclease Inhibitor (Promega, Walldorf, Germany, Catalog no. N2515) was added instead of RNaseOUT. For quantification, 1 µL from the reverse transcription reaction was further amplified using SsoAdvanced Universal SYBR Green Supermix (Bio-Rad Laboratories, Feldkirchen, Germany, Catalog no. 1725271) with 0.3 µM of both forward and reverse primers in a 20 µL reaction volume. The reaction was initiated with an initial denaturation (98 °C for 2 min) followed by 40 cycles of two-step amplification (10 s each at 98 °C and respective annealing temperatures) in a CFX96 Real-time PCR Detection System (Bio-Rad Laboratories, Feldkirchen, Germany). The melting curve of the product was analyzed by heating the samples from 65 °C to 95 °C in 0.5 °C increments with a 5 s incubation period at each step. The PCR efficiency was verified using the LinRegPCR tool [32]. Relative change in the expression of the targets was calculated through the ‘delta-delta Ct’ method using *gapA* gene (*azo2837*) as the internal reference. A list of gene-specific primers and annealing temperatures for each pair are provided in Table S1.

## 3. Results and Discussion

### 3.1. New Information on the Transcriptome under N_2_-Fixing Conditions Provided by RNA-Seq Compared to Previous Microarray-Based Transcriptome Analyses

In this study, we performed a directional RNA-Seq analysis to compare the transcriptome of diazotrophic *Azoarcus olearius* BH72 grown microaerobically under N_2_-fixing and non-fixing conditions (with ammonium chloride as nitrogen source). Cells and RNA were obtained from three independent experiments for each condition. 

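The data are 6 RNA-Seq libraries of A. olearius BH72, a nitrogen-fixing bacterium that lives inside grass roots. Of these, 3 came from N2-fixing cultures and 3 from cultures supplied with 10 mM ammonium chloride, and the paper describes the 3 of each condition as independent experiments. All cultures grew on malate in a bioreactor at 37 °C and 0.3% oxygen, so that the nitrogen source was the planned difference between them. Total RNA was extracted with hot phenol, rRNA was removed, and strand-specific libraries were read over 75 bp. The authors trimmed the reads with fastp, aligned them with READemption, kept reads that aligned at 1 place and took raw values for each annotated coding sequence.
The deposited values are estimated counts per gene for 3989 genes. Of all values 39.5% lie midway between 2 whole numbers, and the values were rounded to whole numbers before any test, as the authors did. The totals were 6325608.5, 7566080.5 and 6936378 counts in ammonium replicates 1, 2 and 3 and 6120419.5, 6689197.5 and 6405934.5 in N2-fixing replicates 1, 2 and 3. Table S3 of the paper gives 8680911, 9855265 and 9629912 uniquely aligned reads for the ammonium libraries and 8447237, 8862835 and 8683542 for the N2-fixing ones, so that 72.0% to 76.8% of those reads are in the counts. All values below use the counts. Libraries were scaled by TMM, which assumes that most genes do not differ, and the 3850 genes that passed edgeR's filter on low counts were tested with its quasi-likelihood test. A gene is called higher or lower where its Benjamini-Hochberg adjusted p is under 0.05 and its fold change over 1.8, the thresholds of the paper. Normalized counts are counts scaled to the mean effective library size, and a log2 fold change above 0 means a higher level in N2-fixing cells.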

The RNA-Seq approach yielded more than 10 million reads for each processed sample. Out of these, 83–88% of the reads aligned to the genome of *Azoarcus* (Table S3). For this study, we only considered the reads that aligned uniquely along the sense strand of the annotated genes. Under N_2_-fixing and ammonium-grown conditions, 3221 and 3094 open reading frames (ORFs), respectively, were detected to be transcribed with a minimum reads per Kilobase per Million mapped reads (RPKM) value of 10 in all three biological replicates. Together, this constituted 3300 unique ORFs (82% of the 3989 annotated ORFs). 

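Nearly every annotated gene gave counts under both nitrogen regimes. At least 10 counts in each of the 3 libraries were found for 3799 genes in N2-fixing cells and for 3742 genes in ammonium-grown cells, and for 3824 genes (95.9% of 3989) in at least 1 of the conditions. Of these, 82 genes reached this minimum in N2-fixing cells only and 25 in ammonium-grown cells only. Within the nitrogenase cluster levels without N2 fixation differed widely. The genes *nifD* and *nifK* lay well above this minimum, while *azo0525* had 1.91 ± 1.99 normalized counts (SD, n = 3) in ammonium-grown cells and *azo0555* had 3.00 ± 3.62 (SD, n = 3). These are numbers of counts, not RPKM values, since gene lengths were not used here, and no gene was at 0 in all 6 libraries.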

As expected, the Euclidean distance between the samples, using the count data after variance-stabilized transformation, indicated a closer relationship between the biological replicates grown in the same conditions compared to the distance between the replicates from different growth conditions (Figure S1).

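Each of the 6 libraries lay closer to the other libraries of its own condition than to any library of the other one. On variance-stabilised counts, the mean Euclidean distance was 29.2 (22.7 to 39.0 over 3 pairs) among ammonium libraries and 29.9 (23.4 to 39.6 over 3 pairs) among N2-fixing libraries. Between conditions it was 80.6 (69.3 to 91.0 over 9 pairs). The shortest distance across conditions was thus larger than the longest within a condition.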

Using the DESeq2 tool [31], differential expression analysis of the data revealed 966 genes (24% of the annotated genes) to be significantly regulated with the criteria of a fold-change more than 1.8 and a Benjamini–Hochberg adjusted *p*-value (padj) less than 0.05 (Table S4). Out of these, 533 and 433 genes were up-and down-regulated under N_2_-fixing conditions, respectively. 

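N2-fixing cells differed from ammonium-grown cells in 909 called genes, 22.8% of the genes in the file, of which 499 were higher and 410 lower. The increases were far larger than the decreases. At least 10-fold higher levels were found for 135 genes and at least 100-fold higher levels for 42, while 14 genes were at least 4-fold lower and none reached 10-fold; the largest decrease was 7.27-fold. Genes of nitrogenase, the enzyme that reduces N2, and of the Rnf complex, which passes electrons to ferredoxin, led the increases. For example, *rnfD1* (*azo0514*) had a log2 fold change of 8.59 (standard error 0.34, adjusted p = 2.2e-05 from edgeR) and *rnfC1* (*azo0515*) one of 8.29 (standard error 0.61).
Among the largest decreases were those in *aldA* (*azo2939*), an aldehyde dehydrogenase, at -2.86 (standard error 0.78), in a membrane protein of unknown function, *azo0106*, at -2.54 (standard error 0.23), and in a secreted protein, *azo0087*, at -2.48 (standard error 0.15). For *azo0087* this was 106 ± 4.97 normalized counts (SD, n = 3) in N2-fixing cells and 592 ± 74.5 (SD, n = 3) in ammonium-grown cells, with an adjusted p of 0.00010 from edgeR. The value of *aldA* (*azo2939*) was -1.51 without ammonium replicate 2, and it was no longer called without N2-fixing replicate 1, 2 or 3 (log2 fold changes -3.08 to -2.58, adjusted p = 0.051 to 0.075 from edgeR) or with the i7 barcode as a block (log2 fold change -2.31).
In 906 of the called genes (99.7%) the 3 libraries of one condition all lay above the 3 of the other, which chance gives for 10% of genes; among all tested genes the share was 57.6%. By the adjusted p alone, 804 genes were higher and 900 lower. Of the called genes, 54.9% were higher. When libraries were scaled only to their total counts, the median log2 fold change of all genes moved by -0.162 and 422 genes were higher and 613 lower (40.8% higher), so that small changes depend on the scaling and are relative to this shift. Of the 909 genes, 896 are in Table S4, all with the same direction there. The 13 others include *azo2259* at 1.23 (standard error 0.31) and *azo3020* at 1.30 (standard error 0.34), which DESeq2 does not call; with edgeR the first lost its call without ammonium replicate 3 or without N2-fixing replicate 2 or 3 (log2 fold changes 1.09 to 1.19, adjusted p = 0.051 to 0.072 from edgeR) and the second without ammonium replicate 1 or without N2-fixing replicate 2 or 3 (log2 fold changes 1.05 to 1.27, adjusted p = 0.050 to 0.073 from edgeR).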

Only a couple of previous studies have utilized similar RNA-Seq platforms to explore the transcriptome under diazotrophic growth. In the Gram-negative bacterium *A. vinelandii*, almost 30% of the annotated genes were identified to be differentially regulated (fold-change > 2 and adjusted *p*-value < 0.01) under N_2_-fixing conditions [25]. In *Paenibacillus* sp. WLY78, an astounding 60% of the annotated genes were reported to be differentially regulated (fold-change > 2 and *p*-value < 0.05) under N_2_-fixing conditions [26]. In contrast to our analysis, this study used aerobically (21% O_2_) grown culture as the control. Hence, a considerable portion of the genes that were detected to be differentially expressed might be functionally important for growth at high versus low oxygen concentrations. In a microarray-based transcriptome study in *Azoarcus*, we showed that at least 8.7% of the annotated ORFs were differentially expressed during microaerobic growth when compared to aerobic conditions [33].

We had previously compared the transcriptome of N_2_-fixing and ammonium-grown *A. olearius* using the microarray approach under otherwise comparable experimental conditions [10]. This study identified 523 genes to be differentially regulated. Roughly, twice this quantity has been identified by the current RNA-Seq approach (Figure 1). As shown in Figure S2, 751 genes were uniquely identified using RNA-Seq alone. These additional data shed a brighter light on the currently unknown differentially expressed genes (DEGs) during the diazotrophic growth of *A. olearius*. DEGs uniquely identified by RNA-Seq included genes that encoded for proteins involved in vital pathways such as those for nitrogen assimilation, energy production, motility, and vitamin biosynthesis.

Along with these DEGs, RNA-Seq identified a minor proportion of 44 genes to exhibit an opposite modulation of expression compared to the microarray results (Figure S2). To substantiate the diverging RNA-Seq results, the differential expression of a subset of 10 genes was verified through RT-qPCR. As shown in Table S5, the expression pattern detected in RT-qPCR confirmed the results obtained from RNA-Seq analysis, though in some cases, the observed level varied. 

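Of the 10 RT-qPCR targets, 4 were higher in N2-fixing cells, 3 were lower and 3 did not pass the test; the same 4 and 3 passed when adjusted over the list alone. The study chose these genes on these samples, so their direction is not independent evidence. The largest increase after *nirB* was in *ssuA* (*azo3512*), the binding protein of a sulfonate uptake system, with 447 ± 219 normalized counts (SD, n = 3) in N2-fixing cells and 21.5 ± 8.15 (SD, n = 3) in ammonium-grown cells and a log2 fold change of 4.37 (standard error 0.54, adjusted p = 0.0016 from edgeR). The secreted protein *azo2687* had 186 ± 57.7 normalized counts (SD, n = 3) in N2-fixing cells and 994 ± 517 (SD, n = 3) in ammonium-grown cells, a log2 fold change of -2.42 (standard error 0.48, adjusted p = 0.0085 from edgeR). The conserved protein gene *azo3956* had a log2 fold change of -2.48 (standard error 0.56). It was -1.81 without ammonium replicate 3, and the call was lost without N2-fixing replicate 3 (log2 fold change -2.55, adjusted p = 0.050 from edgeR).
The genes that did not pass were *paaB* (*azo0305*), of phenylacetate breakdown, at 0.58 (standard error 0.50), and the ribosomal protein genes *rplO* (*azo3398*) at 0.27 (standard error 0.34) and *rpmC* (*azo3409*) at -0.22 (standard error 0.43), with adjusted p of 0.38, 0.55 and 0.71 from edgeR. The reference gene of the RT-qPCR, *gapA* (*azo2837*), a glyceraldehyde-3-phosphate dehydrogenase gene, had 3032 ± 180.1 normalized counts (SD, n = 3) in N2-fixing cells and 3266 ± 76.4 (SD, n = 3) in ammonium-grown cells, a log2 fold change of -0.11 (standard error 0.10, adjusted p = 0.42 from edgeR).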

Different outputs from RNA-Seq and microarray approaches have been observed in previous studies that compared these methodologies while analyzing the transcriptome of various organisms [19,20,21,22,23,24]. In all of these studies, RNA-Seq detected more differentially expressed genes than microarray approaches, leading to the identification of additional regulatory pathways. This could be attributed to limitations of microarrays such as cross-hybridization, non-specific-hybridization, and a lower detection range. RNA-Seq overcomes these limitations with its higher sensitivity, specificity, and increased dynamic range of detection.

Henceforth in this article, regulation, both up and down, will refer to the differential expression observed under N_2_-fixing conditions. To further comprehend the list of DEGs detected by RNA-Seq, we classified them based on the cluster of orthologous groups (COGs) of the proteins encoded by them (Figure 2). A larger fraction of the genes encoded for proteins that were either poorly characterized or were without any assigned functional category. Among the functionally defined categories, cell motility (N), energy metabolism (C), and inorganic ion transport and metabolism (P) had relatively more enhanced expression than suppression. 

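Genes of Table S4 were grouped by words in their product names; since the table holds only genes the study called, the groups describe those genes and are not independent evidence. All 17 genes of flagella and chemotaxis in the table were higher in N2-fixing cells, and so were all 6 of type IV pili. Of the pili genes, *fimT* and *pilB* lost their calls when scaled to total counts. Of 8 genes whose products were assigned to the TCA cycle, 8 were higher, one of them *nifV*, the homocitrate synthase of the nitrogenase cofactor. Of 8 genes matched to molybdenum uptake and cofactor synthesis, 7 were higher, among them *nifN* and *nifE*, which make the nitrogenase cofactor and are not genes of ion uptake. Iron uptake was mixed, with 11 of 19 tested genes higher and 4 lower. The number higher was 3 without ammonium replicate 1, 3 without ammonium replicate 3, 4 without N2-fixing replicate 2, 3 without N2-fixing replicate 3 and 3 with the i7 barcode as a block. Of the lost calls, higher and lower, 9 of 9, 8 of 9, 4 of 8, 9 of 9 and 9 of 9, in that order, kept a fold over 1.8 and ended by the adjusted p alone; *azo1830* was at 2.58 (standard error 0.69) and at lowest 1.72 without 1 library, and *fhuF* (*azo2997*) at 2.52 (standard error 0.73) and at lowest 1.47. The TCA group fell to 5 without ammonium replicate 3, to 5 without N2-fixing replicate 3 and to 5 when scaled to total counts, and the flagellar group then to 11. In the TCA group 2 of 3, 2 of 3 and 1 of 3 of these losses, and 1 of 6 in the flagellar group, were by the adjusted p alone; the flagellar genes were at 0.86 to 1.04 before and 0.71 to 0.90 after. For example, *fecI* (*azo2373*), a sigma factor for ferric citrate uptake, was higher at 1.59 (standard error 0.36) and *tonB1* (*azo0615*), which energises outer membrane receptors, at 1.52 (standard error 0.28), while *exbB3* (*azo1468*), of the same energy-transducing system, was at -1.56 (standard error 0.21).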

With this basic classification, it appears that *Azoarcus* is more active in generating energy to fix nitrogen and being motile. To fulfill energy demands, *Azoarcus* probably diverts resources from other metabolic activities. Accordingly, translation machinery (J), coenzyme metabolism (H), and replication and recombination machinery (L) had a higher frequency of down-regulation. 

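Genes of Table S4 that serve translation were lower without exception among those that passed the test. Of 17 ribosomal protein genes in that table, 14 were lower and 3 did not pass, and all 6 genes of translation factors and tRNA synthetases were lower. Without ammonium replicate 2, the calls of *rplU*, *rpmA*, *rpsL*, *rpsP*, *pheS* and *infA1* were lost among them. Of 8 genes of tRNA and rRNA modification, 7 were lower, and of 8 genes of DNA replication, 7. These became 4 without ammonium replicate 2 for the modification genes, and 4 without N2-fixing replicate 2 for the replication genes. The 3 modification genes lost came under the fold threshold, from -0.95 to -0.86 before to -0.76 to -0.67, and so did 2 of 3 replication genes, while the third, at -2.35 before, stayed at -2.23 with an adjusted p of 0.054 from edgeR. The replication initiator gene *dnaA* (*azo0001*) had 1079 ± 48.9 normalized counts (SD, n = 3) in N2-fixing cells and 2910.0 ± 59.7 (SD, n = 3) in ammonium-grown cells, a log2 fold change of -1.43 (standard error 0.10, adjusted p = 0.00013 from edgeR). In coenzyme metabolism, 8 of 9 cobalamin genes in the table were lower and 1 higher, *cobA1* (*azo0945*), which lies among the nitrate reductase genes and serves siroheme synthesis too. No count over all genes of a functional category is given, because the assignment of every gene to a category was not used here.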

When compared to the microarray approach, in general, RNA-Seq detected a higher frequency of enhanced expression and suppression in most of the COG categories (white and black bars in Figure S4, respectively), with a few notable exceptions, such as cell motility (N), energy metabolism (C), and translation machinery (J). Further on in this article, individual pathways will be discussed.

### 3.2. The Higher Sensitivity of RNA-Seq Confirms Known Regulation Patterns

Microarray analysis had already provided a glimpse of gene expression activity during N_2_-fixation. It detected the enhanced transcription of several genes within the nitrogen fixation cluster (*nif*-cluster). This included the genes that are responsible for the regulation of nitrogenase genes, FeMo cofactor synthesis, nitrogenase synthesis, and electron transport. Still, microarrays did not detect the regulation of all of the corresponding genes. Enhanced expression of important genes such as *nifL*, *nifH*, *nifK*, *nifU,* and *fdxD* were not detected. This shortfall was overcome by the robust and more sensitive RNA-Seq method, which detected most of the genes within this cluster to be differentially regulated (Figure 3a). 

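The genes of the nitrogenase stretch took a far larger part of all counts in N2-fixing cells. Of the 51 genes from *azo0512* to *azo0562*, 43 were higher in N2-fixing cells, none was lower and 8 did not pass the test (43 higher when adjusted over the list alone). Together they took 6.16% ± 2.02 (SD, n = 3) of all counts in N2-fixing cells and 0.0934% ± 0.0274 (SD, n = 3) in ammonium-grown cells (exact permutation test, two-sided p = 0.1, the smallest that 3 against 3 allow). The structural genes of nitrogenase, *nifD* (*azo0539*) and *nifK* (*azo0540*), had log2 fold changes of 8.08 (standard error 0.47) and 7.60 (standard error 0.41), with 82268 ± 29635 and 81551 ± 20991 normalized counts (SD, n = 3) in N2-fixing cells. Adjusted p were 9.4e-05 and 6.8e-05 from edgeR.
The genes for making the iron-molybdenum cofactor were also higher, among them *nifB* (*azo0523*) at 7.61 (standard error 0.59) and *nifN* (*azo0561*) at 8.03 (standard error 0.51). For *nifE* (*azo0562*), of the same pathway, the log2 fold change was 7.82 (standard error 0.66) and 7.20 without N2-fixing replicate 2. The ferredoxin gene *fdxD* (*azo0528*) had a log2 fold change of 6.73 (standard error 0.27, adjusted p = 2.2e-05 from edgeR). Rnf gene *rnfE1* (*azo0512*) had 4885 ± 430.5 normalized counts (SD, n = 3) in N2-fixing cells and 78.4 ± 4.77 (SD, n = 3) in ammonium-grown cells, a log2 fold change of 5.96 (standard error 0.14, adjusted p = 7.0e-06 from edgeR). The regulator gene *nifL* (*azo0518*) was at 5.64 (standard error 0.46). Genes inside the stretch that did not pass include *sodC* (*azo0522*), a superoxide dismutase gene, at 0.33 (standard error 0.17), and *azo0545* at 0.32 (standard error 0.12).
The stretch was compared with all other genes as 1 list. With the correlation between its genes estimated, camera gave an adjusted p = 0.0475, and fry, which asks whether the genes move one way on balance, gave an adjusted p = 0.000218. With a preset correlation of 0.01 camera gave an adjusted p = 1.6e-61, but at that setting most lists passed in other splits of the libraries too. The list is a whole stretch of genome around genes the study called, so it is not independent evidence of the direction.

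**Figure D1:**
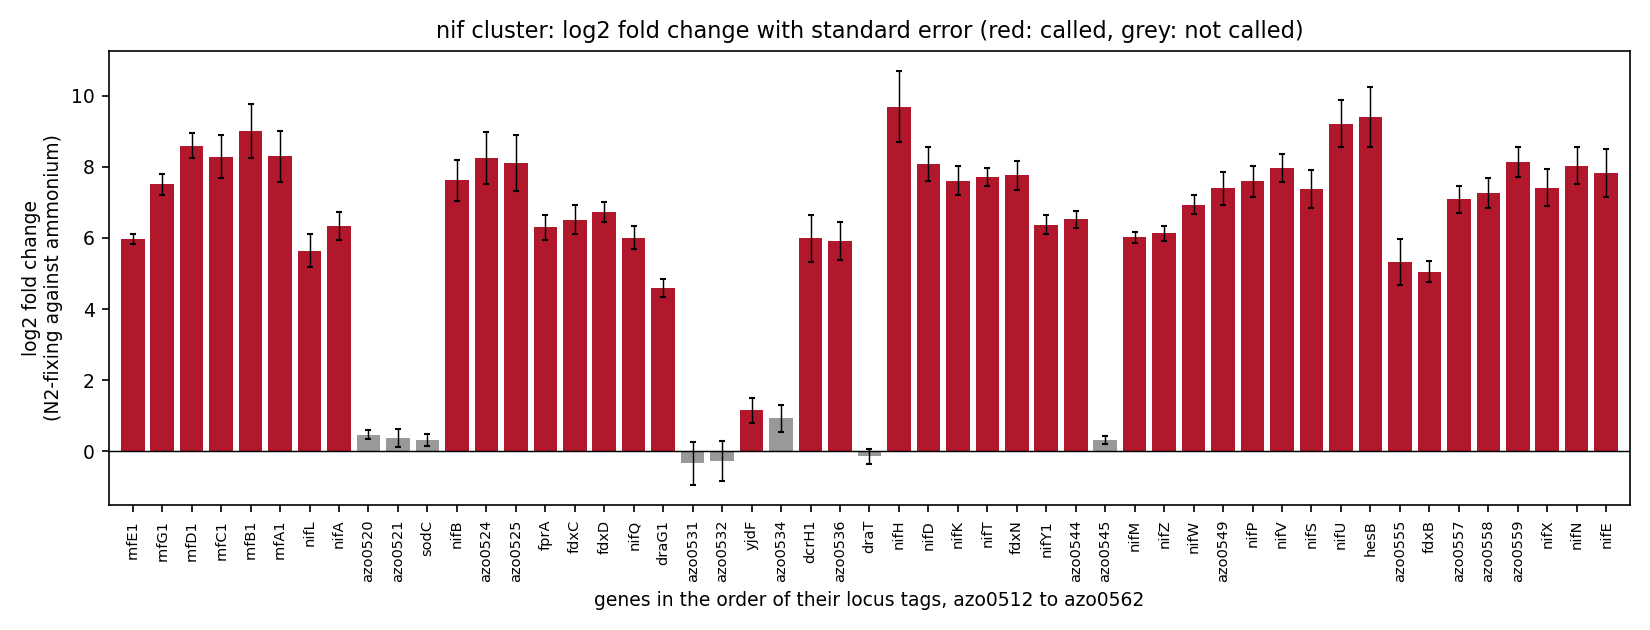
Log2 fold changes of N2-fixing against ammonium-grown cells for the 51 genes from azo0512 to azo0562, drawn as bars from 0 in the order of their locus tags with the standard error of each fitted value (3 libraries per condition). Red bars are called genes and grey bars are not: the red bars reach 9.69 for nifH, and the 8 grey bars lie within 1 unit of 0.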

The gene *draG1* was found to be 19-fold up-regulated under N_2_-fixing conditions by using transcriptional reporter gene fusion assays [16]. This was similar to the 24-fold up-regulation detected in the current study. 

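The *draG1* gene (*azo0530*) encodes the enzyme that removes ADP-ribose from the nitrogenase iron protein and so switches it on again. It had 301 ± 71.5 normalized counts (SD, n = 3) in N2-fixing cells and 12.4 ± 1.31 (SD, n = 3) in ammonium-grown cells, a 24.0-fold higher level. The log2 fold change was 4.58 (standard error 0.26, adjusted p = 7.2e-05 from edgeR).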

Still, some genes within the cluster were not detected, even by RNA-Seq, to be differentially expressed. One among them, *draT*, was shown to not be responsive to N_2_-fixing conditions by Northern blot analysis [16]. This study proposed that *draT* is part of a polycistronic mRNA along with the downstream genes *azo0536* and *dcrH1*. Contrary to this expectation, we detected both of the downstream genes to be up-regulated in both the RNA-Seq and microarray analyses. 

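In the proposed transcript of 3 genes, *draT* did not pass the test, while both genes downstream were higher in N2-fixing cells by similar factors. For *draT* (*azo0537*), which encodes the enzyme that switches nitrogenase off by ADP-ribosylation, counts were 255 ± 64.5 normalized counts (SD, n = 3) in N2-fixing cells and 281 ± 29.6 (SD, n = 3) in ammonium-grown cells. Its log2 fold change of -0.14 (standard error 0.21) had an adjusted p of 0.61 from edgeR. The downstream gene *azo0536*, of unknown function, had 4854 ± 2837 normalized counts (SD, n = 3) in N2-fixing cells and 80.6 ± 8.70 (SD, n = 3) in ammonium-grown cells, a log2 fold change of 5.91 (standard error 0.53, adjusted p = 0.00046 from edgeR). For *dcrH1* (*azo0535*), which encodes a hemerythrin-like protein, a family that binds oxygen, the log2 fold change was 5.99 (standard error 0.66) with an adjusted p of 0.0010 from edgeR, and 5.30 without N2-fixing replicate 2. Counts per gene do not show where a transcript starts.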

A potential secondary promoter might aid in this regulation. RNA-Seq read alignment in this region supported this view (Figure S3). 

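The iron protein of nitrogenase, which hands electrons to the catalytic subunits, is encoded by *nifH* (*azo0538*). Its transcript had 73086 ± 41122 normalized counts (SD, n = 3) in N2-fixing cells and 88.7 ± 63.5 (SD, n = 3) in ammonium-grown cells. This was a 826-fold higher level and a log2 fold change of 9.69 (standard error 0.99, adjusted p = 0.00078 from edgeR). The next in order were *hesB* (*azo0554*) at 674-fold, *nifU* (*azo0553*) at 591-fold and *rnfB1* (*azo0516*) at 512-fold, which belong to iron-sulfur cluster assembly and, for the last, the Rnf complex. Their log2 fold changes were 9.40 (standard error 0.85), 9.21 (standard error 0.66) and 9.00 (standard error 0.75). Without N2-fixing replicate 2 the values of *hesB* and *rnfB1* were 8.69 and 8.35. The next gene, *azo2278*, lay outside the cluster. These standard errors are wider than the steps between neighbouring genes, so the order among the leading genes is not resolved.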

Remarkably, the four genes with the highest predicted fold-changes belonged to the *nif*-cluster. *nifH*, *hesB, nifU,* and *rnfB1* were found to be 823-, 679-, 590-, and 516-fold up-regulated, respectively. This emphasizes the amount of effort taken by the bacterium to fix atmospheric nitrogen.

The *nif*-cluster was not an isolated example, as several other clusters also exhibited a similar pattern validated by RNA-Seq. Among them are the hydrogenase uptake system (*hup* and *hyp* genes) and type 2 as well as one of the two type 6 protein secretion systems (*tss-1 or imp*) (Figure 3b). 

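Genes for hydrogen uptake and protein secretion differed in how many of each cluster were higher in N2-fixing cells. Uptake hydrogenase returns the electrons of the hydrogen that nitrogenase releases. Of the 25 genes from *azo3786* to *azo3810*, 17 were higher and 8 did not pass (17 higher when adjusted over the list alone). As 1 list they did not pass camera with an estimated correlation (adjusted p = 0.158), and had an adjusted p = 0.00313 from fry. The large subunit gene *hupL* (*azo3787*) had 14156 ± 2661 normalized counts (SD, n = 3) in N2-fixing cells and 335 ± 79.1 (SD, n = 3) in ammonium-grown cells, a log2 fold change of 5.40 (standard error 0.28, adjusted p = 6.1e-05 from edgeR), and *hupC* (*azo3788*), for a cytochrome b subunit, had 5.19 (standard error 0.21). For *azo3791* the log2 fold change was 5.62 (standard error 0.59) and 5.00 without N2-fixing replicate 2. The maturation gene *hypD* (*azo3803*) was at 2.08 (standard error 0.19). Sensor genes of the same region did not pass, such as *hoxB* (*azo3807*) at -0.13 (standard error 0.17) and *hoxC* (*azo3808*) at -0.02 (standard error 0.18).
All 15 genes of type VI secretion cluster 1 (*azo1297* to *azo1311*) and all 10 genes of the type II secretion cluster (*azo0796* to *azo0805*) were higher, and the counts were the same when adjusted over the list alone. Type VI genes reached 67.7-fold, for *azo1306*, with 3309 ± 501 normalized counts (SD, n = 3) in N2-fixing cells and 48.8 ± 8.89 (SD, n = 3) in ammonium-grown cells. Their share of all counts was 1.00% ± 0.146 (SD, n = 3) in N2-fixing cells and 0.0299% ± 0.00807 (SD, n = 3) in ammonium-grown cells. Type II genes ranged from 6.17-fold to 13.2-fold. The outer membrane channel gene *gspD1* (*azo0805*) was at 2.63 (standard error 0.20) and the ATPase gene *gspE1* (*azo0803*) at 3.37 (standard error 0.23).
With an estimated correlation, camera gave an adjusted p = 0.0475 for the type VI list and the same for the type II list. From fry, the adjusted p was 0.000164 for each. All 3 lists are stretches of genome around genes the study called and are not independent evidence of the direction.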

Type 6 protein secretion systems are particularly interesting, as they can inject effector proteins that may modulate host responses or interbacterial competition, and their gene expression is not known to be induced by N_2_-fixation, except for *A. olearius* BH72 [13]. This was also confirmed by transcriptional reporter gene fusion assays for *azo1299* (=*tssK1*), which demonstrated an 18-fold induction [13], similar to RNA-Seq. 

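The *tssK1* gene (*azo1299*) encodes a baseplate protein of the type VI secretion machine. It had 3561 ± 1018 normalized counts (SD, n = 3) in N2-fixing cells and 103 ± 29.7 (SD, n = 3) in ammonium-grown cells. That is a 34.6-fold higher level in N2-fixing cells and a log2 fold change of 5.11 (standard error 0.32, adjusted p = 0.00012 from edgeR).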

Along with the primary detection of regulation, the differential expression rate calculated from this study suggested a relatively stronger up-regulation than microarray analysis for the majority of the overlapping genes (Figure 3a).

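Groups of neighbouring genes with lower levels in N2-fixing cells changed by smaller factors. Of the 13 genes from *azo0174* to *azo0186*, which include genes of the cell wall and of the rod shape of the cell, of lipoate synthesis and for a DNA helicase, 9 were lower, none was higher and 4 did not pass the fold threshold (9 lower when adjusted over the list alone). The shape-determining gene *mreC* (*azo0175*) had 875 ± 7.43 normalized counts (SD, n = 3) in N2-fixing cells and 3527 ± 44.3 (SD, n = 3) in ammonium-grown cells, a log2 fold change of -2.01 (standard error 0.09, adjusted p = 3.6e-05 from edgeR). The actin-like *mreB* (*azo0174*) and the penicillin-binding protein gene *pbpA* (*azo0177*) had log2 fold changes of -1.06 (standard error 0.15) and -1.18 (standard error 0.11). For this list camera gave an adjusted p = 0.0908 with an estimated correlation, which does not pass, and fry an adjusted p = 0.000901. The region was drawn around genes the study called, so the count is not independent evidence of the direction.
Among 4 genes of the ribosomal stretch *azo0718* to *azo0721*, 3 were lower (3 when adjusted over the list alone). The value of *rpsF* (*azo0718*), for a small subunit protein, was -1.16 (standard error 0.20). That of *priB* (*azo0719*), for a replication protein, was -1.42 (standard error 0.33), and its call was lost without N2-fixing replicate 3 (log2 fold change -1.28, adjusted p = 0.060 from edgeR). The neighbours *azo3605* and *azo3606* were both lower, at -1.42 (standard error 0.15) and -1.09 (standard error 0.11) (both when adjusted over the list alone). These 2 groups were also picked by the study on these samples.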

We observed a similar trend in the genes that were suppressed, but they were scarce and less pronounced compared to the up-regulated genes (Figure 3c).

### 3.3. The Quest for Alternative Nitrogen Sources during Nitrogen Fixation

RNA-Seq data revealed the characteristics of strain BH72 during diazotrophic growth that were missed by microarray analyses. Striking among them was the up-regulation of genes encoding proteins to assimilate nitrogen from other sources, even while fixing N_2_. This included assimilatory nitrate reduction, high-affinity ammonium transporters, and urea metabolism. For assimilatory nitrate reduction, *A. olearius* engaged the ABC-transporter NasFED to transport nitrate into the cytoplasm, where it is reduced to nitrite by NasA and NasC. Further, nitrite is commonly reduced to ammonium by the NADH-dependent nitrite reductase complex NirBD. Genes encoding for all of these proteins were up-regulated by *A. olearius*. Additionally, genes encoding channels for nitrate/nitrite transport, *narK,* and *nirC* were also induced. All of these DEGs, except for *narK*, were induced by more than 50-fold; some of them reached over 200-fold (Figure 4). 

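All 10 genes for nitrate and nitrite uptake and reduction were higher in N2-fixing cells (all 10 also when adjusted over the list alone). They took 0.896% ± 0.596 (SD, n = 3) of all counts in N2-fixing cells and 0.0120% ± 0.000682 (SD, n = 3) in ammonium-grown cells. The nitrite reductase gene *nirB* (*azo1175*) had 17536 ± 11505 normalized counts (SD, n = 3) in N2-fixing cells and 70.1 ± 17.9 (SD, n = 3) in ammonium-grown cells, a log2 fold change of 7.96 (standard error 0.78, adjusted p = 0.00069 from edgeR). Nitrate transporter genes *nasF* (*azo0942*) and *nasE* (*azo0943*) had log2 fold changes of 6.79 (standard error 0.84) and 7.13 (standard error 0.80), and *nasD* (*azo0944*) one of 5.79 (standard error 0.67). The nitrate reductase genes *nasA* (*azo0947*) and *nasC* (*azo0946*) were at 5.97 (standard error 0.80) and 7.98 (standard error 1.07), and at 5.36 and 7.38 without N2-fixing replicate 2. The channel gene *nirC* (*azo1177*) was at 6.52 (standard error 0.62). The smallest increase, 18.8-fold, was in *narK* (*azo1288*), at 4.23 (standard error 0.63) or 3.53 without N2-fixing replicate 2.
The 3 N2-fixing libraries were spread widely. The median of these genes was at -1.56 log2 units from the mean of the condition in N2-fixing replicate 1, at 1.10 in replicate 2 and at 0.538 in replicate 3. The study chose these genes on these samples, so the count is not independent evidence of the direction.

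**Figure D2:**
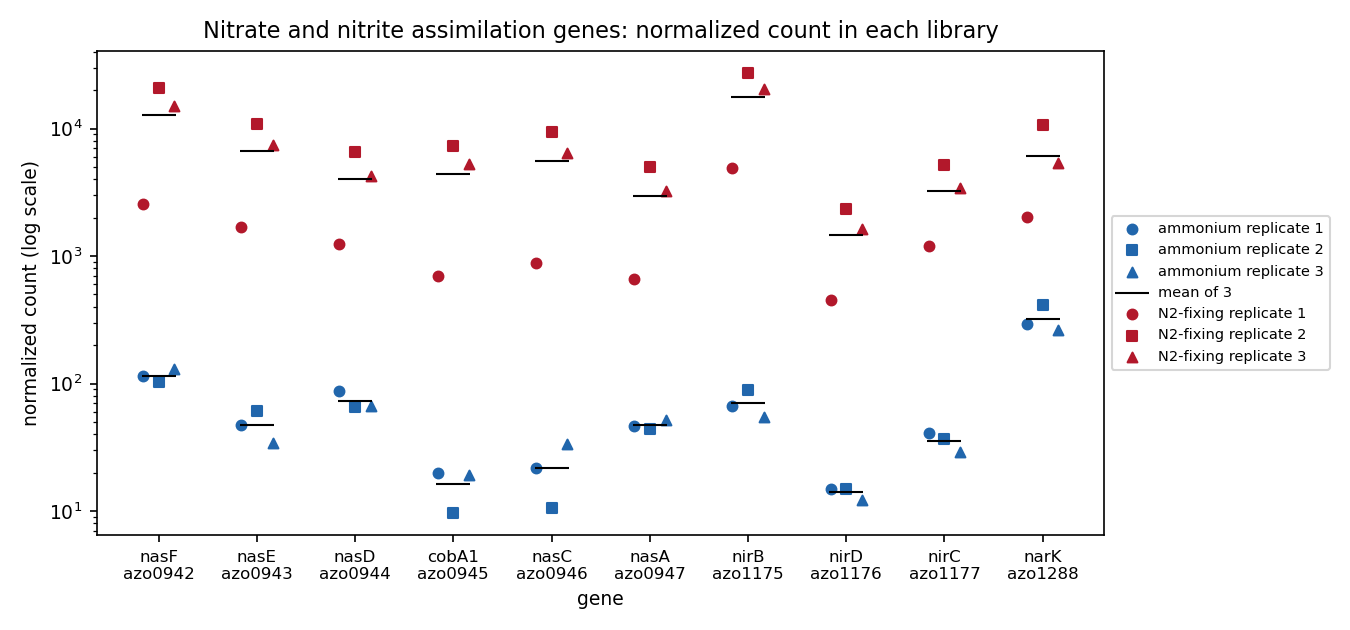
Normalized counts, on a log axis, of the 10 nitrate and nitrite assimilation genes in each of the 6 libraries, with blue points for ammonium-grown and red points for N2-fixing cells, circles, squares and triangles for replicates 1, 2 and 3, and black lines for the mean of 3. In every gene the 3 N2-fixing libraries lie above the 3 ammonium libraries, and N2-fixing replicate 1 is the lowest of its condition.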

The induction of *nirB* was also verified by RT-qPCR (Table S5). In most bacteria, assimilatory nitrate reduction is controlled by the transcriptional regulators NtrBC and the nitrate-responsive antitermination regulatory protein, NasR. [34,35,36]. This was also true for strain BH72, as a *ntrBC* knockout mutant had a relatively reduced expression of assimilatory nitrate reductase compared to the wild type in the presence of nitrate [37]. Not only the presence of nitrate, but just the absence of ammonium was shown to trigger the expression of assimilatory nitrate reductase [34,36]. A combination of this might have led to the detected enhanced expression in strain BH72. The benefit of expressing this machinery at such high levels is evident from high cost of ATP invested in N_2_-fixation, making potential inputs of more economic nitrogen sources worthwhile.

Less pronounced up-regulation was detected among high-affinity ammonium transporters. *A. olearius* harbors four genes encoding high-affinity ammonium transporters *amtB*, *amtD*, *amtE,* and *amtY*. AmtE is likely a “transceptor” with regulatory functions because the protein combines a typical ammonium transporter at the N-terminus with sensory GGDEF/EAL domains that are commonly involved in the synthesis and hydrolysis of the small signaling molecule, cyclic di-GMP. Consequently, *amtE* expression was enhanced 36-fold. 

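Transcripts of *amtE* (*azo2879*) were at 2677 ± 1911 normalized counts (SD, n = 3) in N2-fixing cells and 73.3 ± 10.9 (SD, n = 3) in ammonium-grown cells. The log2 fold change was 5.19 (standard error 0.75, adjusted p = 0.0027 from edgeR), a 36.5-fold higher level. The gene stood apart in N2-fixing replicate 1, at 613 normalized counts against 4384 and 3033 in replicates 2 and 3, a level still above the 3 ammonium libraries.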

Transcriptional reporter fusion assays have previously shown a similar trend, albeit with a lower fold-change [17]. In an earlier study, *amtB* was shown to be co-transcribed with *glnK* encoding for a P_II_-like protein [15]. Northern blot analysis revealed the enhanced expression of this polycistronic transcript under N_2_-fixing conditions [15], confirming the 9- and 7-fold up-regulation detected by RNA-Seq for both *amtB* and *glnK*, respectively. In addition, the genes involved in urea metabolism were also detected to be up-regulated (Figure 4). 

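Both genes of this transcript were higher in N2-fixing cells. The ammonium transporter gene *amtB* (*azo3740*) had 22393 ± 5188 normalized counts (SD, n = 3) in N2-fixing cells and 2316 ± 838 (SD, n = 3) in ammonium-grown cells, and *glnK* (*azo3739*), for the PII-like signal protein that blocks the transporter, had 8265 ± 2231 normalized counts (SD, n = 3) in N2-fixing cells and 1074 ± 188 (SD, n = 3) in ammonium-grown cells. These are 9.67-fold and 7.70-fold higher levels. The log2 fold changes were 3.27 (standard error 0.35) and 2.94 (standard error 0.26), with adjusted p of 0.00088 and 0.00038 from edgeR. With *amtE* and the regulator genes *ntrB* and *ntrC*, all 5 genes of ammonium transport and nitrogen regulation were higher (5 when adjusted over the list alone). Their median lay at -0.687 log2 units from the condition's mean in N2-fixing replicate 1. The call of *ntrB*, at 1.06, was lost without ammonium replicate 1, 2 or 3, without N2-fixing replicate 2 or 3, or with the i7 barcode as a block. The list holds genes the study chose on these samples and is not independent evidence.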

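Of 10 genes for urea uptake and breakdown, 8 were higher in N2-fixing cells and 2 did not pass the test (10 higher when adjusted over the list alone). The binding protein gene *amiC2* (*azo0674*) had 1806 ± 548 normalized counts (SD, n = 3) in N2-fixing cells and 109 ± 24.0 (SD, n = 3) in ammonium-grown cells, a 16.6-fold higher level and a log2 fold change of 4.05 (standard error 0.29, adjusted p = 0.00020 from edgeR). The transporter genes *azo0675*, at 2.77 (standard error 0.21), and *urtE* (*azo0678*), at 3.13 (standard error 0.48), were also higher. For *ureC* (*azo3504*), the large subunit of urease, which splits urea into ammonium and carbon dioxide, the log2 fold change was 1.25 (standard error 0.21) with 1517 ± 408 normalized counts (SD, n = 3) in N2-fixing cells and 636 ± 5.58 (SD, n = 3) in ammonium-grown cells. The urease subunit gene *ureA* (*azo3507*) and the accessory gene *ureD* (*azo3508*) were at 1.61 (standard error 0.56) and 0.99 (standard error 0.37), with adjusted p of 0.055 and 0.070 from edgeR. The calls of *azo3505*, at 1.62 (standard error 0.45), and *azo3506*, at 1.65 (standard error 0.51), were lost by the adjusted p. Both were lost without ammonium replicate 1, 2 or 3 or without N2-fixing replicate 2 or 3. There *azo3505* had log2 fold changes of 1.11 to 1.70 (adjusted p = 0.053 to 0.073 from edgeR) and *azo3506* of 1.21 to 1.82 (adjusted p = 0.071 to 0.10 from edgeR). The call of *azo3505* was also lost with the i7 barcode as a block (log2 fold change 1.56). That of *azo3506* was also lost with limma voom and with the i7 barcode or the replicate number as a block (log2 fold changes 1.44 to 1.67).
The median of the list was at -0.714 log2 units from the condition's mean in N2-fixing replicate 1. As the study picked these genes on the same libraries, their direction is not independent evidence.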

Genes encoding for the ABC-transporter complex (AmiC2-UrtBCDE), the urease complex (UreABC), and one accessory protein (UreD) were induced between 2- and 8.8-fold.

Recently, it was proposed [38] that in the absence of inorganic nitrogen, free-living soil diazotrophs might first search for low molecular weight sources such as amino acids. This idea is well substantiated by our transcriptome analysis. RNA-Seq detected the up-regulation of several amino acid transport systems. This included the clusters encoding for the putative polar amino acid transport (*azo2263*-*azo2266*), glutamate/aspartate transport (*glnHPMQ*), and three genes of the branched-chain amino acid transport (*azo1990*, *azo1991*, *azo3730*). 

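Uptake systems for amino acids were higher in N2-fixing cells in 10 of 11 genes, and 1 did not pass the test (11 when adjusted over the list alone). The cluster for polar amino acids moved most. Its genes *azo2263*, *azo2265* and *glnQ2* (*azo2266*) had log2 fold changes of 4.48 (standard error 0.48), 3.75 (standard error 0.25) and 3.78 (standard error 0.41). The permease gene *azo2264* had 272 ± 122 normalized counts (SD, n = 3) in N2-fixing cells and 17.8 ± 4.94 (SD, n = 3) in ammonium-grown cells, a log2 fold change of 3.93 (standard error 0.45, adjusted p = 0.0011 from edgeR). In the glutamate and aspartate system, *glnM* (*azo0440*) and *glnP* (*azo0441*) were at 1.53 (standard error 0.31) and 1.56 (standard error 0.34). The call of *glnQ1* (*azo0439*), at 1.40 (standard error 0.33), was lost without N2-fixing replicate 3 (log2 fold change 1.34, adjusted p = 0.053 from edgeR), and that of *glnH* (*azo0442*), at 1.44 (standard error 0.44), without ammonium replicate 1 or without N2-fixing replicate 2 or 3 (log2 fold changes 1.33 to 1.35, adjusted p = 0.083 to 0.12 from edgeR) or with the i7 barcode as a block, scaled to total counts or scaled to aligned reads (log2 fold changes 1.24 to 1.52).
Binding proteins for branched-chain amino acids were at 1.29 (standard error 0.20) for *braC* (*azo1990*) and 1.10 (standard error 0.22) for *livK4* (*azo3730*), while *azo1991*, at 1.01 (standard error 0.38), had an adjusted p of 0.069 from edgeR. The list was chosen by the study on these samples and is not independent evidence.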

The article further proposes that the diazotrophs, while consuming the low molecular weight nitrogen sources, might already start fixing N_2_. N_2_-fixation is conducted as a buffer until it shifts to the breakdown and assimilation of the abundant high molecular weight sources in the soil environment. They propose that the continuous energy requirement of N_2_-fixation might be a drawback in comparison to the assimilation of high molecular weight sources, which needs a one-off high investment. This hypothesis is further supported by previous studies describing pathways that exert tight control on N_2_-fixation and immediately switch-off nitrogenase activity upon detecting a sufficient amount of ammonium [16,39,40].

Even while fixing nitrogen, *Azoarcus* appears to search for low-cost nitrogen sources. A high, constant energy demand and the requirement to maintain a stable microaerobic environment for biological nitrogen fixation might favor this search. Although this model supports the behavior detected in our pure culture experiment, it would be interesting to explore if and how *Azoarcus* modifies this regulation once it is in a symbiotic relationship with plants.

### 3.4. Motility Fostered by N_2_-Deplete Environment–Search for More Favourable Niches?

As discussed earlier, among the COG categories, cell motility has a higher proportion of enhanced expression than suppression. Strain BH72 contains at least 77 genes annotated to be encoding for proteins related to the assembly and function of flagellar motility and chemotaxis [41]. Out of these, 18 were detected to be significantly up-regulated, with fold-change values between 1.8 and 4 (Figure 5 and Table S6). Looking closer, we identified an additional 17 genes with significant up-regulation (padj < 0.05) but with a lower fold-change, between 1.5 and 1.8 (Table S6 and Figure 5). These genes were located within the flagellar clusters along with several genes that were more than 1.8-fold up-regulated. Hence, they were also considered to be true positives and were included in this analysis. Together, the expression of 35 genes in this module was found to be enhanced during diazotrophic growth. 

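Of the 36 flagellar and chemotaxis genes of Table S6, 17 were higher in N2-fixing cells, 1 was lower and 18 did not pass the fold threshold (17 higher and 1 lower when adjusted over the list alone). With the adjusted p alone, 35 were higher and 1 lower. The changes were small and alike, with a median log2 fold change of 0.84 over the list. Among the called genes, *fliD* (*azo2706*), for the filament cap, had 6344 ± 261 normalized counts (SD, n = 3) in N2-fixing cells and 2764 ± 569.8 (SD, n = 3) in ammonium-grown cells, a log2 fold change of 1.20 (standard error 0.17, adjusted p = 0.0022 from edgeR). The hook-associated genes *flgL* (*azo2730*) and *flgK* (*azo2731*) were at 1.22 (standard error 0.17) and 1.26 (standard error 0.23), and *fliK* (*azo2721*), which sets hook length, at 1.22 (standard error 0.16). The gene that was lower is *azo2712*, assigned to cyclic-di-GMP turnover, at -1.25 (standard error 0.11). The flagellar master regulator gene *flhD* (*azo1446*) had a log2 fold change of 1.04 (standard error 0.35) and an adjusted p of 0.049 from edgeR, and its call was lost without ammonium replicate 1 or 3 or without N2-fixing replicate 1, 2 or 3 (log2 fold changes 0.76 to 1.13, adjusted p = 0.048 to 0.13 from edgeR) or with the i7 barcode as a block, scaled to total counts, scaled to aligned reads or without the filter on low counts (log2 fold changes 0.89 to 1.03). Its partner *flhC* (*azo1447*), at 0.83 (standard error 0.25), was under the fold threshold.
Because the changes lie near the threshold, the number higher was 11 when libraries were scaled only to their total counts and 28 without ammonium replicate 2. The study chose the list on these samples, so the count is not independent evidence of the direction.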

Notable among them were the *flhDC* genes encoding for the transcriptional regulators responsible for the expression of flagellar motility-related genes. Earlier studies have shown that the *flhDC* operon in *E. coli* is regulated by RpoN and that a *rpoN* knockout mutant had a reduced expression of flagellar related genes with a concurrent reduction in motility [42,43]. Next, a gene encoding for the flagellin (*fliC3*) was also found to be induced. 

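The flagellin gene *fliC3* (*azo2704*) gave the most abundant flagellar transcript of the list, with 30538 ± 1601 normalized counts (SD, n = 3) in N2-fixing cells and 11838 ± 3291 (SD, n = 3) in ammonium-grown cells. Its log2 fold change was 1.37 (standard error 0.23, adjusted p = 0.0040 from edgeR). The paralog *fliC2* (*azo2693*) was at 1.12 (standard error 0.17), with 3681 ± 415 normalized counts (SD, n = 3) in N2-fixing cells and 1693 ± 335 (SD, n = 3) in ammonium-grown cells. Flagellin paralogs may share sequence, and reads that align at more than 1 place are not in these counts, so their levels are uncertain.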

Strain BH72 contains three paralogs that encode flagellins. The flagellin encoded by *fliC3* was found to be the major constituent of the flagellar structure and to be responsible for swarming activity [44]. In *E. coli*, *fliC* was found to be up-regulated during N_2_ starvation, and a subsequent CHIP-Seq analysis revealed the binding of NtrC to the promoter sequence of *fliC* [45]. These earlier studies indicated the involvement of the global regulators of nitrogen response, RpoN and NtrC, in the expression of flagellar related genes. These regulators might perform a similar role in strain BH72 under N_2_-fixation.

Similar to the above regulation, the expression of genes encoding the type IV pili machinery was also detected to be induced (Figure 5 and Table S6). Among the fifteen genes that were significantly up-regulated, eight had a fold-change between 1.8 and 4, while the rest had a fold-change between 1.5 and 1.8 (Figure 5 and Table S6). 

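Of 16 genes of the type IV pili machinery in Table S6, 8 were higher in N2-fixing cells, none was lower at the fold threshold and 8 did not pass (8 higher when adjusted over the list alone). With the adjusted p alone, 14 were higher and 1 lower. The largest changes were in a minor pilin gene and in the gene of the tip protein, which start pilus assembly. Gene *pilE* (*azo2918*) had 1079 ± 169 normalized counts (SD, n = 3) in N2-fixing cells and 287 ± 63.3 (SD, n = 3) in ammonium-grown cells, a log2 fold change of 1.91 (standard error 0.21, adjusted p = 0.00082 from edgeR), and *pilY1B* (*azo2917*) was at 1.78 (standard error 0.22) and *pilX* (*azo2916*) at 1.44 (standard error 0.25). The main pilin gene *pilA* (*azo3355*), with 20968 ± 502 normalized counts (SD, n = 3) in N2-fixing cells and 12036 ± 1207 (SD, n = 3) in ammonium-grown cells, had a log2 fold change of 0.80 (standard error 0.15) and so lay just under the fold threshold. For the secretin gene *pilQ* (*azo3646*) the value was 0.79 (standard error 0.19), and for *pilV* (*azo2914*), a minor pilin gene, 0.82 (standard error 0.33) with an adjusted p of 0.086 from edgeR. The alternative sigma factor gene *rpoN2* (*azo1790*), also among the 8, was at 1.63 (standard error 0.36). The call of *fimT* (*azo2913*), at 0.97, was lost without ammonium replicate 1 or 3 or N2-fixing replicate 1 or 3, scaled to total counts or aligned reads, or with the i7 barcode as a block. That of *pilB* (*azo3354*), at 0.86, was lost without N2-fixing replicate 2, without the filter on low counts, with both scalings or with the i7 block. That of *azo2915*, at 1.34, was lost without ammonium replicate 1 or N2-fixing replicate 3. The list was chosen by the study on these samples, and the count is not independent evidence.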

Interestingly, the expression of *pilS,* which is located upstream of the *pilAB* operon, was found to be suppressed by 1.79-fold (Table S6). 

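The sensor kinase gene *pilS* (*azo3357*) had 533 ± 43.0 normalized counts (SD, n = 3) in N2-fixing cells and 954 ± 85.4 (SD, n = 3) in ammonium-grown cells. With a log2 fold change of -0.84 (standard error 0.13, adjusted p = 0.0028 from edgeR), it lay 1.79-fold lower and just short of the fold threshold of 1.8.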

Previously, in strain BH72, PilS, a NtrC family sensor histidine kinase, was shown to have a strong negative effect on the expression of the pilin PilAB [46]. In the same study, a *pilS* knockout mutant exhibited increased pilin expression under high cell density growth conditions compared to the wild type. Accordingly, its suppression during diazotrophic growth might cause the enhanced expression of the pili structural genes.

Overall, under N_2_-fixation *A. olearius* strain BH72 appears to be more motile compared to N-replete conditions. the organism is likely searching for a suitable growth environment. Here, a suitable condition could depend on at least two variables. The first variable is the concentration of oxygen, as a steady microaerobic environment has to be maintained to create a balance between respiration and the inhibition of nitrogenase. The second factor is the availability of low-cost nitrogen sources, as previously discussed.

### 3.5. Increased Energy Requirements under Diazotrophic Reflected in Transcriptome

Biological nitrogen fixation is an energy-intensive process, as reducing each mole of nitrogen requires at least 16 moles of ATP. Along with fixing N_2_, strain BH72 spends additional energy in search of other nitrogen sources and better environments. The combined energy demand of these activities probably exerts a higher pressure on the energy metabolism of the bacteria. It was observed that an *E. coli* strain, when engineered to fix N_2_, shifted its metabolic flux from the TCA cycle to the pentose phosphate pathway (PPP) and ethanol fermentation. The authors hypothesize that this shift could potentially aid in the rapid response to energy demand [18]. However, *Azoarcus* does not encode glucose transporters [41] and cannot utilize carbohydrates for growth [3]. Hence, in strain BH72, PPP may not be of assistance to rapidly meet the energy demand under N_2_-fixation. Therefore, we looked at other means of carbon assimilation and energy production.

Strain BH72 encodes transporters of dicarboxylic acids [41] and has also been shown to utilize these acids for growth [3]. Thus, we used malate as a carbon source in this study. Within the bacterium, malate is converted to acetyl-Co-A and is then consumed through the TCA cycle. Our previous microarray analysis indicated a general tendency of reduced expression in genes involved in the TCA cycle and in the Embden–Meyerhof–Parnas pathway (EMP). However, RNA-Seq detected an enhanced expression of 12 genes that are involved in malate conversion and the TCA cycle (Figure 6, Table S7). 

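Genes that turn malate into acetyl-CoA and feed the TCA cycle were partly higher in N2-fixing cells. Of 14 genes of Table S7, 7 were higher, none was lower at the fold threshold and 7 did not pass (7 higher when adjusted over the list alone). With the adjusted p alone, 10 were higher and 2 lower. The E1 gene of pyruvate dehydrogenase, *pdhA* (*azo1373*), had 12874 ± 5425 normalized counts (SD, n = 3) in N2-fixing cells and 3866 ± 1116 (SD, n = 3) in ammonium-grown cells, a log2 fold change of 1.74 (standard error 0.39, adjusted p = 0.013 from edgeR). Its partner *pdhB* (*azo1372*) was at 1.50 (standard error 0.38), and its call was lost without ammonium replicate 3 or without N2-fixing replicate 3 (log2 fold changes 1.22 to 1.39, adjusted p = 0.061 to 0.065 from edgeR). The 2-oxoglutarate dehydrogenase genes *odhA* (*azo1555*) and *odhB* (*azo1556*) were at 1.04 (standard error 0.12) and 1.01 (standard error 0.10). For citrate synthase, *gltA* (*azo1554*), and isocitrate dehydrogenase, *icd1* (*azo1147*), the log2 fold changes were 0.76 (standard error 0.26) and 0.68 (standard error 0.24), with adjusted p of 0.051 and 0.057 from edgeR.
The number higher was 4 without N2-fixing replicate 3, and 4 when libraries were scaled only to their total counts. The list was chosen by the study on these samples and is not independent evidence of the direction.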

Again, we considered the genes with a fold-change above 1.5 to be significantly regulated (Table S7). The TCA cycle, in addition to energy production, synthesizes 2-oxoglutarate, an important carbon skeleton for nitrogen assimilation. Furthermore, studies on rhizobia have indicated the relationship between several TCA cycle enzymes and N_2_-fixation within root nodules. Specifically, mutants of *S. meliloti* in genes encoding for isocitrate dehydrogenase (*icd*), 2-oxoglutarate dehydrogenase, and citrate synthase (*gltA*) formed root nodules but did not fix nitrogen [47,48,49,50]. Concordantly, RNA-Seq detected the above three genes to be up-regulated in strain BH72.

Surprisingly, two subunits of succinate dehydrogenase (*sdhC* and *sdhD*) were detected to be down-regulated by 1.7-fold. This enzyme is also involved in quinone reduction for oxidative phosphorylation. Additionally, with the exception of a few isolated genes, we did not detect any clear induction or suppression pattern among the genes encoding for the enzymes involved in oxidative phosphorylation. It is most likely that their expression is restricted due to the limited availability of the electron acceptor, oxygen, under microaerobic conditions. In turn, this limits the generation of ATP. Additionally, not regenerating the reducing equivalents could indirectly affect the flux through the TCA cycle. 

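Succinate dehydrogenase ties the TCA cycle to the quinone pool, and its genes moved apart. The membrane subunit genes *sdhC* (*azo1549*) and *sdhD* (*azo1550*) were 1.71-fold and 1.70-fold lower, with log2 fold changes of -0.77 (standard error 0.17) and -0.77 (standard error 0.12) and adjusted p of 0.011 and 0.0032 from edgeR, under the fold threshold of 1.8. The iron-sulfur subunit gene *sdhB* (*azo1552*) had 4488 ± 210.0 normalized counts (SD, n = 3) in N2-fixing cells and 2372 ± 61.5 (SD, n = 3) in ammonium-grown cells, a log2 fold change of 0.92 (standard error 0.10, adjusted p = 0.00090 from edgeR), and was not called when libraries were scaled only to their total counts.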

Studies have shown that bacteria with reduced oxidative metabolism or a high redox ratio (NADH/NAD) increases the metabolic flux through the overflow metabolism [51,52,53]. In this pathway, acetyl-Co-A is converted to acetate in a two-step process yielding an ATP molecule by means of substrate-level phosphorylation. 

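The 2 genes that turn acetyl-CoA into acetate, with 1 ATP made on the way, were both higher in N2-fixing cells (2 of 2 also when adjusted over the list alone). Phosphate acetyltransferase, pta (*azo3638*), had 3661 ± 585 normalized counts (SD, n = 3) in N2-fixing cells and 1808 ± 261 (SD, n = 3) in ammonium-grown cells, a log2 fold change of 1.02 (standard error 0.17, adjusted p = 0.0039 from edgeR). Acetate kinase, *ackA* (*azo3639*), was at 1.26 (standard error 0.27), with 2867 ± 617 normalized counts (SD, n = 3) in N2-fixing cells and 1194 ± 388 (SD, n = 3) in ammonium-grown cells. The call of *ackA* was lost without ammonium replicate 1 (log2 fold change 1.21, adjusted p = 0.050 from edgeR). The study chose both genes on these samples, so this is not independent evidence.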

Concordantly, in strain BH72, RNA-Seq detected up-regulation for both genes involved in this pathway, *pta* (encoding for phosphate acetyltransferase) and *ackA* (encoding for acetate kinase) (Figure 6). Interestingly, even in the ammonium-grown condition, *pta* was detected to be induced under microaerobic growth when compared to aerobic growth [33].

To reduce the redox ratio, N_2_-fixing bacteria utilize the lipid biogenesis pathways that synthesize poly-ß-hydroxybutyrate (PHB), fatty acids, or both [54,55,56]. Synthesizing these compounds during nitrogen limitations also provides a competitive edge for the bacteria by storing excess carbon for later consumption [55]. It has previously been shown that strain BH72 synthesizes PHB under N_2_-fixing conditions [57]. In the present work, RNA-Seq detected the induction a gene involved in this synthesis, *phbC2*. This gene encodes for PHB synthase, the enzyme that catalyzes the final step in the three-step synthesis of PHB from acetyl-CoA. Moreover, the induction of two probable phasins (*azo0789*, *azo3815*) was also detected. 

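The synthase gene *phbC2* (*azo1350*) had 5953 ± 1149 normalized counts (SD, n = 3) in N2-fixing cells and 3269 ± 1165 (SD, n = 3) in ammonium-grown cells, a 1.82-fold higher level. Its log2 fold change was 0.86 (standard error 0.29, adjusted p = 0.048 from edgeR), close to both thresholds, and the call was lost without ammonium replicate 1 or 2 or without N2-fixing replicate 1 or 3 (log2 fold changes 0.67 to 0.86, adjusted p = 0.057 to 0.13 from edgeR) or with the i7 barcode as a block, scaled to total counts, scaled to aligned reads, without the filter on low counts or with DESeq2's shrinkage (log2 fold changes 0.70 to 0.88).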

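Phasins coat the polymer granules. The phasin gene *azo0789* had 9839 ± 2316 normalized counts (SD, n = 3) in N2-fixing cells and 3996 ± 1527 (SD, n = 3) in ammonium-grown cells, a log2 fold change of 1.30 (standard error 0.33, adjusted p = 0.020 from edgeR), and its call was lost without ammonium replicate 1 or without N2-fixing replicate 3 (log2 fold changes 1.21 to 1.32, adjusted p = 0.066 to 0.068 from edgeR). For *azo3815* the log2 fold change was 1.32 (standard error 0.59), with an adjusted p of 0.11 from edgeR. With the synthase gene, 2 of these 3 genes were higher (2 when adjusted over the list alone), a set the study chose on these samples and no independent evidence.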

In *B. japonicum*, it was shown that the phasins were more important in PHB accumulation than the metabolic enzymes involved in their synthesis [58]. Concerning fatty acid metabolism, in strain BH72, all but two genes involved in their synthesis were found to be repressed (Figure 6). Nevertheless, these genes were only suppressed between 1.8-and 3-fold. This minor suppression probably helps in maintaining the fatty acid synthesis that is sufficient enough to meet other cellular needs.

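All 6 genes of fatty acid synthesis that the paper names with a locus tag were lower in N2-fixing cells (6 when adjusted over the list alone), between 1.93-fold and 2.65-fold. The condensing enzyme gene *fabH* (*azo1623*), which starts each chain, had 1619 ± 148 normalized counts (SD, n = 3) in N2-fixing cells and 4290.1 ± 1717 (SD, n = 3) in ammonium-grown cells, a log2 fold change of -1.41 (standard error 0.29, adjusted p = 0.0098 from edgeR). The biotin carrier gene *accB* (*azo0864*), the enoyl reductase gene *fabI1* (*azo1569*) and the ketoreductase gene *fabG2* (*azo3914*) were at -1.17 (standard error 0.19), -1.05 (standard error 0.21) and -1.10 (standard error 0.13). For *fabD* (*azo1624*), at -1.10 (standard error 0.37), the call was lost without ammonium replicate 1 or 2 or without N2-fixing replicate 1 or 3 (log2 fold changes -1.19 to -0.63, adjusted p = 0.090 to 0.14 from edgeR) or with the i7 barcode as a block, with a filter at 50 counts, with limma voom, with DESeq2's size factors or with TMM computed without 3 induced lists (log2 fold changes -1.09 to -1.02), and for *fabF1* (*azo1627*), at -0.95 (standard error 0.25), without ammonium replicate 1 or 2 or without N2-fixing replicate 1 or 3 (log2 fold changes -0.99 to -0.66, adjusted p = 0.035 to 0.080 from edgeR) or with the i7 barcode as a block (log2 fold change -0.98). The study picked these genes on these samples and their direction is not independent evidence.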

The suppression of two enzymes in the pentose phosphate pathway (PPP) was detected. The genes for transketolase (Tkt) and ribose-phosphate diphosphokinase (PrsA) were 1.9-and 4.4-fold suppressed, respectively. 

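Both genes of sugar phosphate metabolism were lower in N2-fixing cells (2 of 2 when adjusted over the list alone), although the study chose them on these samples and they are not independent evidence. The gene *prsA* (*azo0755*), whose enzyme makes the activated ribose used for nucleotides, had 1363 ± 141 normalized counts (SD, n = 3) in N2-fixing cells and 5967 ± 508 (SD, n = 3) in ammonium-grown cells, a log2 fold change of -2.13 (standard error 0.13, adjusted p = 0.00011 from edgeR) and a 4.38-fold lower level. Transketolase, tkt (*azo2836*), had 2999 ± 747 normalized counts (SD, n = 3) in N2-fixing cells and 5677 ± 387 (SD, n = 3) in ammonium-grown cells and a log2 fold change of -0.92 (standard error 0.20), 1.89-fold lower. Its call was lost without ammonium replicate 2 or without N2-fixing replicate 2 (log2 fold changes -0.84 to -0.75, adjusted p = 0.014 to 0.027 from edgeR).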

As the products of PPP are substrates for several synthetic pathways, its suppression could have ramifications on downstream metabolisms such as those for purine and riboflavin synthesis (discussed later).

Overall, it seems that activities under diazotrophic growth probably demand increased energy production and that strain BH72 responded to the high energy demand by inducing the expression of TCA cycle components. Nevertheless, growth under oxygen-limited conditions restricts the capacity of oxidative phosphorylation, thereby increasing the redox ratio and, in turn, limiting the TCA cycle. Strain BH72 may overcome this hurdle by the induction of overflow metabolism and PHB synthesis.

### 3.6. Suppression of Vitamin Biosynthesis during N_2_-Fixation

Many microorganisms encode the machinery for cobalamin (Vitamin B_12_) synthesis, a cofactor for vital metabolic enzymes. A cobalamin-dependent ribonucleotide reductase is essential for the plant colonization of *S. meliloti* [59]. However, in strain BH72, the genes involved in the synthesis of cobalamin were detected to be suppressed (Figure 7 and Table S8). 

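All 10 genes of cobalamin synthesis in Table S8 were lower in N2-fixing cells (10 when adjusted over the list alone), with a median log2 fold change of -1.12. Most change was in *cobD2* (*azo3518*), for a late step of the pathway, with 166 ± 17.4 normalized counts (SD, n = 3) in N2-fixing cells and 644 ± 16.3 (SD, n = 3) in ammonium-grown cells and a log2 fold change of -1.96 (standard error 0.13, adjusted p = 0.00013 from edgeR). The gene *cobT* (*azo3560*), for activating the lower ligand of the vitamin, was at -1.22 (standard error 0.11), and *cobO* (*azo3552*), which adds the adenosyl group, at -1.12 (standard error 0.17). At 18.1 ± 3.94 and 43.5 ± 5.66 normalized counts (SD, n = 3 each), *cobU* (*azo3557*) was measured at low depth. The study drew this list from these samples, so it is not independent evidence. The calls of *cobB* (*azo3550*), at -0.88 (standard error 0.11), and *cobA2* (*azo3551*), at -0.87 (standard error 0.12), close to the fold threshold, were lost without ammonium replicate 2 or without N2-fixing replicate 1 (log2 fold changes -0.83 to -0.79, adjusted p = 0.0052 to 0.0068 from edgeR) or with a filter at 50 counts (log2 fold change -0.83) and without ammonium replicate 2 or without N2-fixing replicate 1 (log2 fold changes -0.81 to -0.76, adjusted p = 0.0059 to 0.0079 from edgeR) or with the i7 barcode as a block or with a filter at 50 counts (log2 fold changes -0.85 to -0.83), in that order. That of *azo3517*, at -0.89 (standard error 0.13), was lost without ammonium replicate 3 (log2 fold change -0.77, adjusted p = 0.0069 from edgeR) or with a filter at 50 counts (log2 fold change -0.85). With at least 50 counts 6 were lower, since *cobU* (*azo3557*) was not tested there and the 3 genes with lost calls came under the fold threshold.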

Knowledge on the relationship between cobalamin synthesis and biological nitrogen fixation is scarce. In *A. vinelandii*, cobalamin synthesis was more dependent on the concentration of cobalt than on the availability of combined nitrogen [60,61]. Additionally, it was able to grow and fix nitrogen even with negligible vitamin B_12_ activity [61].

Similarly, the genes involved in riboflavin (Vitamin B_2_) synthesis were detected to be down-regulated (Figure 7 and Table S8). 

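Of 5 riboflavin genes of Table S8, 2 were lower in N2-fixing cells and 3 lay under the fold threshold (2 lower when adjusted over the list alone). With the adjusted p alone, all 5 were lower. Riboflavin synthase, *ribE* (*azo0320*), had 2124 ± 304 normalized counts (SD, n = 3) in N2-fixing cells and 4382 ± 526 (SD, n = 3) in ammonium-grown cells, a log2 fold change of -1.04 (standard error 0.15, adjusted p = 0.0026 from edgeR). The gene *ribF* (*azo1206*), which turns riboflavin into its flavin cofactors, was at -1.09 (standard error 0.17). The bifunctional *ribAB* (*azo0319*) and the lumazine synthase gene *ribH* (*azo0318*) were at -0.81 (standard error 0.18) and -0.59 (standard error 0.14). The remaining gene, *azo3524*, was at -0.85. Table S8 lists it under riboflavin, but gives its product as a cob(II)yrinic acid a,c-diamide reductase. The number lower was 4 when libraries were scaled only to their total counts, and also 4 without ammonium replicate 2 or without N2-fixing replicate 1. The genes were chosen on these samples and are not independent evidence.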

Riboflavin or its derivatives have been shown to enhance alfalfa root colonization by *S. meliloti* and to also have effects on plant growth promotion traits [62,63]. Considering that we detected the regulation of genes that may be involved in plant colonization under N_2_-fixation, the suppression of riboflavin synthesis appears to be counter-intuitive. Nonetheless, Garcia-Angulo suggests that the paralogs of this module could function independently to synthesize riboflavin for different purposes [64]. Likewise, strain BH72 has another copy of the gene encoding for GTP cyclohydrolase II (*ribA*, *azo3765*), which was induced by 34-fold, which may act complementarily.

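This *ribA* gene (*azo3765*) went the other way from the riboflavin genes of the pathway, with 1625 ± 1125 normalized counts (SD, n = 3) in N2-fixing cells and 47.7 ± 18.0 (SD, n = 3) in ammonium-grown cells. The log2 fold change was 5.08 (standard error 0.80, adjusted p = 0.0037 from edgeR), 33.9-fold. In N2-fixing replicate 1 it lay -1.81 log2 units from the condition's mean, the same library in which the nitrate genes were low.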

Both synthetic pathways are linked; riboflavin is a substrate for cobalamin synthesis. Hence, reduction in riboflavin synthesis might limit the substrate availability for cobalamin synthesis and might be in line with the suppression of the respective synthetic genes. Looking closer, RNA-Seq detected suppression in a sequence of pathways from PPP to cobalamin synthesis. Repression of the genes involved in PPP might reduce the availability of 5-phosphoribosyl 1-pyrophosphate (PRPP), which is a substrate for purine synthesis. Subsequently, we detected genes involved in the purine biosynthesis to be down-regulated (Table S8). This would reduce the production of guanosine triphosphate (GTP). 

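Of 13 purine genes of Table S8, 6 were lower in N2-fixing cells and 7 lay under the fold threshold (6 lower when adjusted over the list alone). All 13 were lower with the adjusted p alone, and the median log2 fold change was -0.80. The formyltransferase gene *purT* (*azo1269*) had 312 ± 34.8 normalized counts (SD, n = 3) in N2-fixing cells and 748 ± 37.8 (SD, n = 3) in ammonium-grown cells, a log2 fold change of -1.26 (standard error 0.13, adjusted p = 0.00071 from edgeR). The last step of inosinate synthesis, *purH* (*azo2894*), and the carboxylation genes *purE* (*azo1378*) and *purK* (*azo1379*) were at -1.05 (standard error 0.12), -1.04 (standard error 0.19) and -1.10 (standard error 0.16). Guanylate kinase, gmk (*azo3953*), and adenylate kinase, adk (*azo1473*), had -0.73 (standard error 0.12) and -0.80 (standard error 0.18), changes that did not reach the fold threshold. When libraries were scaled only to their total counts, 10 were lower. The list, chosen by the study on these samples, is not independent evidence.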

GTP along with ribulose 5-phosphate (from PPP) are substrates for the synthesis of riboflavin. Hence, the limited availability of these two substrates might suppress riboflavin synthesis. As mentioned earlier, lower quantities of riboflavin could impact cobalamin synthesis. Therefore, reduced flux through PPP under N_2_-fixing conditions might be responsible for the repression of riboflavin and cobalamin synthesis. The relationship between GTP availability and riboflavin synthesis has been elucidated in *Bacillus subtilis* [65,66]. In these studies, riboflavin production was enhanced by deregulating the purine pathway and by suppressing ribonucleotide reductase, which competes for the GTP precursor. In summary, the repercussions of N_2_-fixation probably lead to the suppression of vitamin biosynthesis.

### 3.7. Down-Regulation of Ribosomal Genes Corresponding to Decreased Growth Rates

We had previously highlighted DEGs encoding for proteins involved in translation (COG category J). 

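Of 51 genes of ribosome structure, assembly and translation in Table S9, 47 were lower in N2-fixing cells, none was higher and 4 did not pass the test (51 lower when adjusted over the list alone). The median log2 fold change was -1.23. Together the 51 genes took 1.36% ± 0.102 (SD, n = 3) of all counts in N2-fixing cells and 3.61% ± 0.738 (SD, n = 3) in ammonium-grown cells (exact permutation test, two-sided p = 0.1, the smallest that 3 against 3 allow). Ribosomal protein genes *rpsI* (*azo2759*), with 5298 ± 324 normalized counts (SD, n = 3) in N2-fixing cells and 14662 ± 2697 (SD, n = 3) in ammonium-grown cells, and *rpmG* (*azo1135*) had log2 fold changes of -1.47 (standard error 0.18) and -1.52 (standard error 0.20). Elongation factor P, efp (*azo0086*), was at -1.58 (standard error 0.15) with an adjusted p of 0.00046 from edgeR. The RNA helicase gene *rhlE3* (*azo3522*) was at -1.90 (standard error 0.22) and the start formyltransferase gene fmt (*azo0100*) at -1.58 (standard error 0.17). The largest decrease of the list, in *azo1385*, was -1.97 (standard error 0.16). Calls of single genes depended on 1 library. Without ammonium replicate 2, those of *pheS* (*azo1083*), *orn* (*azo1518*), *ksgA* (*azo2884*) and *rplU* (*azo3167*) were among the lost. Their log2 fold changes there were -0.80 to -0.67, under the fold threshold. Without N2-fixing replicate 3, *rhlE1* (*azo0316*) and *rpsR* (*azo0720*) were among those lost, with adjusted p of 0.063 and 0.069 from edgeR.
The 4 genes that did not pass were *truB* (*azo2105*), *rpsT* (*azo2190*), *rplE* (*azo3405*) and *rplX* (*azo3406*), at -1.09 (standard error 0.45), -1.17 (standard error 0.40), -0.91 (standard error 0.36) and -1.08 (standard error 0.38), with adjusted p of 0.091, 0.053, 0.080 and 0.058 from edgeR. The study chose the list on these samples and the count is not independent evidence of the direction.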

In total, 51 genes encoding for proteins related to ribosome biogenesis and functioning were found to be down-regulated (Table S9). The list also included enzymes that conduct rRNA modification, ribosomal protein modification, and other maturation factors. Considering the energy scenario outlined earlier, bacteria could conserve energy by suppressing these activities, thereby supporting N_2_-fixation, which is in accordance with the reduced growth rate of strain BH72 under N_2_-fixation in comparison to ammonium-grown conditions [15].

### 3.8. Differential Expression of Transcriptional Regulators

RNA-Seq detected 33 DEGs that encode transcriptional factors and response regulators. Out of these, 23 were induced, and 10 were suppressed (Table S10). 

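All 33 regulators of Table S10 passed the test, 23 with higher and 10 with lower levels in N2-fixing cells (23 and 10 when adjusted over the list alone). Most changes were below 3-fold. Among the higher genes, *nodD* (*azo0679*), a LysR-type regulator next to the urea transporter genes, had 346 ± 197 normalized counts (SD, n = 3) in N2-fixing cells and 30.3 ± 10.7 (SD, n = 3) in ammonium-grown cells, a log2 fold change of 3.51 (standard error 0.56, adjusted p = 0.0038 from edgeR), and *pdhR* (*azo2262*) was at 3.48 (standard error 0.66) from only 2.71 ± 1.46 normalized counts (SD, n = 3) in ammonium-grown cells. The response regulator gene *azo1584* was at 1.18 (standard error 0.14) and *kdpE* (*azo3093*), of potassium uptake control, at 1.15 (standard error 0.20). Among the lower genes, *azo3685* and *azo3946* were at -1.19 (standard error 0.24) and -1.03 (standard error 0.16).
Without N2-fixing replicate 3, 14 were higher, and without ammonium replicate 3, 5 were lower. Of the calls lost there, 9 of 12 and 4 of 8 kept a fold over 1.8 and ended by the adjusted p alone, among them *azo1490*, at 1.26 (standard error 0.29), which lost its call only without N2-fixing replicate 3 (log2 fold change 1.21, adjusted p = 0.054 from edgeR). For *eutR* (*azo2261*), at 2.20 (standard error 0.65), the value was 1.57 without N2-fixing replicate 2, and its call was lost without ammonium replicate 1 or 3 or without N2-fixing replicate 2 or 3 (log2 fold changes 1.57 to 2.21, adjusted p = 0.077 to 0.10 from edgeR) or with the i7 barcode as a block or with limma voom (log2 fold changes 2.00 to 2.25). For *azo0644*, at -1.68 (standard error 0.51), it was -1.02 without ammonium replicate 3, and the call was lost without ammonium replicate 1 or 3 or without N2-fixing replicate 2 or 3 (log2 fold changes -1.88 to -1.02, adjusted p = 0.055 to 0.12 from edgeR) or with the i7 barcode as a block (log2 fold change -1.65). Since the study chose the list for passing its own test on these samples, the count is not independent evidence.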

For eleven of the above-detected response regulators, their cognate histidine kinases were also significantly modulated, albeit with varying strengths (Table S10, directly below the corresponding response regulator). 

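Of the 11 kinase genes listed beside a regulator in Table S10, 2 were higher in N2-fixing cells, 4 were lower and 5 did not pass (2 and 4 when adjusted over the list alone). With the adjusted p alone 6 were higher and 4 lower. The kinase gene *yfhK* (*azo2768*) had 92.5 ± 8.45 normalized counts (SD, n = 3) in N2-fixing cells and 384 ± 165 (SD, n = 3) in ammonium-grown cells, a log2 fold change of -2.05 (standard error 0.32, adjusted p = 0.0032 from edgeR), and *creC* (*azo0703*) was at -1.28 (standard error 0.22) and *azo3947* at -1.08 (standard error 0.19). The higher ones were *ntrB* (*azo0736*), at 1.06 (standard error 0.30), and *azo3666*, at 1.55 (standard error 0.39). The call of *ntrB* was lost without ammonium replicate 1, 2 or 3 or without N2-fixing replicate 2 or 3 (log2 fold changes 0.84 to 1.19, adjusted p = 0.051 to 0.092 from edgeR) or with the i7 barcode as a block (log2 fold change 1.09), and that of *azo3666* without ammonium replicate 1 or without N2-fixing replicate 3 (log2 fold change 1.49 in each, adjusted p = 0.062 to 0.071 from edgeR), so that none was higher without N2-fixing replicate 3 and 1 without any of ammonium replicates 1, 2 and 3 or N2-fixing replicate 2. Neither *cph1* (*azo2456*), at 0.70 (standard error 0.19), nor *azo3192*, at 0.57 (standard error 0.21), was called with all 6 libraries; *cph1* passed without ammonium replicate 1, at 0.89, and is the 1 higher gene there. The list was chosen on these samples and is not independent evidence.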

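The activator gene of nitrogen fixation, *nifA* (*azo0519*), had 4118 ± 1065 normalized counts (SD, n = 3) in N2-fixing cells and 51.3 ± 20.1 (SD, n = 3) in ammonium-grown cells, the largest change among the 33 regulators of Table S10 at 80.3-fold and a log2 fold change of 6.33 (standard error 0.39, adjusted p = 0.00013 from edgeR). The response regulator gene *ntrC* (*azo0735*), which acts when nitrogen is short, had 4202 ± 2075 normalized counts (SD, n = 3) in N2-fixing cells and 749 ± 129.6 (SD, n = 3) in ammonium-grown cells and a log2 fold change of 2.49 (standard error 0.43). For *hoxA* (*azo3805*), the activator of the hydrogenase genes, the value was 1.36 (standard error 0.23), and for *modE* (*azo3840*), which senses molybdate, 1.84 (standard error 0.38). The adjusted p of these 3 were 0.0050, 0.0045 and 0.0099 from edgeR.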

The strongest induction was detected for *nifA* (80-fold) coding for the transcriptional activator of the *nif* genes. *ntrC*, *hoxA,* and *modE* were the other well studied induced regulators. They have an established link to nitrogen metabolism or nitrogen fixation. HoxA, a hydrogenase transcriptional regulatory protein, regulates the expression of structural genes for the hydrogenase uptake system in free-living *B. japonicum* and *Rhodopseudomonas palustris* [67,68,69]. In accordance with this, we also detected the induction of several genes of the hydrogenase uptake system (Figure 3b). The induction of one of those genes, *hupS*, was also substantiated by RT-qPCR (Table S5). Hydrogenase uptake reoxidizes H_2_, the by-product of N_2_-fixation, and regenerates the reducing power. This process increases the efficiency of N_2_-fixation [70]. ModE, the molybdate transport system regulatory protein, represses the expression of the high-affinity molybdate transporter (*modABCD*) genes at high molybdate concentrations [71,72,73]. In strain BH72, the *modE* gene is located in the same cluster as the genes encoding for the transporter (*modA1B1C1*). Correspondingly, RNA-Seq detected the induction of all of these genes. 

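Molybdenum is the metal at the centre of the nitrogenase cofactor. All 5 molybdate genes were higher in N2-fixing cells (5 when adjusted over the list alone). The binding protein gene *modA1* (*azo3839*) had 918 ± 449 normalized counts (SD, n = 3) in N2-fixing cells and 182 ± 18.9 (SD, n = 3) in ammonium-grown cells, a log2 fold change of 2.34 (standard error 0.36, adjusted p = 0.0032 from edgeR). The permease gene *modB1* (*azo3838*) and the ATPase gene *modC1* (*azo3837*) were at 1.89 (standard error 0.22) and 1.25 (standard error 0.21). Most change was in *modD* (*azo3365*), elsewhere in the genome, with 2423 ± 1329 normalized counts (SD, n = 3) in N2-fixing cells and 91.0 ± 4.42 (SD, n = 3) in ammonium-grown cells and a log2 fold change of 4.73 (standard error 0.43, adjusted p = 0.00049 from edgeR). The median of the list was at -0.620 log2 units from the condition's mean in N2-fixing replicate 1. These genes were picked by the study on these samples and are not independent evidence.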

A similar regulation was also detected for *modD*, which was located outside of this cluster. Studies in *Azotobacter vinelandii*, *Paenibacillus* sp. WLY78, and *Rhodobacter capsulatus* have shown that the expression of *modABC* is coordinated with the expression of the Mo-Nitrogenase genes [25,26,74]. Additionally, the loss of *modA* impaired the Mo-Nitrogenase activity of *B. japonicum* within the root nodules of soybean plants under Mo-limiting conditions [75]. Strain BH72 only encodes for the iron–molybdenum cofactor (FeMoCo) dependent nitrogenase. Hence, the regulation of the molybdate transporter system may also be related to nitrogen metabolism. 

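The AraC-type regulator gene *azo1949* had 139 ± 116 normalized counts (SD, n = 3) in N2-fixing cells and 6.77 ± 2.27 (SD, n = 3) in ammonium-grown cells, a 20.3-fold higher level. Its log2 fold change was 4.34 (standard error 0.95, adjusted p = 0.012 from edgeR), and 3.59 without N2-fixing replicate 2. For *azo2458*, a LuxR-type regulator gene, the counts were 87.2 ± 25.2 normalized counts (SD, n = 3) in N2-fixing cells and 17.1 ± 2.64 (SD, n = 3) in ammonium-grown cells. This was a 5.08-fold higher level and a log2 fold change of 2.34 (standard error 0.28, adjusted p = 0.0012 from edgeR).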

In the future, it would be interesting to discern the roles of other transcriptional regulators, such as *azo1949* and *azo2458*, that are 20-and 5-fold induced, respectively.

Only seven of the above regulators were previously detected by the microarray method (Table S10). Among them, *azo2893* was identified by RNA-Seq to be repressed, while the microarray had indicated an induction. 

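Transcripts of *azo2893*, for a Fis-like DNA-binding protein, were at 319.5 ± 109 normalized counts (SD, n = 3) in N2-fixing cells and 885 ± 23.4 (SD, n = 3) in ammonium-grown cells. The log2 fold change was -1.47 (standard error 0.24, adjusted p = 0.0038 from edgeR), 2.77-fold lower in N2-fixing cells.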

RT-qPCR analysis of the samples used for RNA-Seq substantiated the detected repression (Table S5).

### 3.9. Preparing for Sustained N Starvation

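The serine kinase gene *prkA* (*azo2073*) had 9466 ± 1662 normalized counts (SD, n = 3) in N2-fixing cells and 4617 ± 1789 (SD, n = 3) in ammonium-grown cells, a log2 fold change of 1.04 (standard error 0.30, adjusted p = 0.031 from edgeR). Its call was lost without ammonium replicate 1 or 2 or without N2-fixing replicate 1 or 3 (log2 fold changes 0.83 to 1.03, adjusted p = 0.033 to 0.10 from edgeR) or with the i7 barcode as a block, scaled to total counts or scaled to aligned reads (log2 fold changes 0.87 to 1.05). The neighbour *yeaH* (*azo2074*) was at 1.13 (standard error 0.45), with 2158 ± 643 normalized counts (SD, n = 3) in N2-fixing cells and 987 ± 579 (SD, n = 3) in ammonium-grown cells and an adjusted p of 0.082 from edgeR, and did not pass. Adjusted over the list alone, both did, but the study chose the pair on these samples and it is not independent evidence.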

RNA-Seq detected two neighboring genes, *prkA* and *yeaH*, to be induced during diazotrophic growth. PrkA shares 77% of its amino acid sequence identity with the *E. coli* YeaG and contains the same domain organization as a regulatory protein (serine kinase). Additionally, in *E. coli*, both *yeaG* and *yeaH* are present within the same cluster. The promoter of *yeaG* was bound by NtrC under N-starvation [45]. Subsequently, the expression of both of these genes was found to be enhanced under N-starvation [76]. The absence of either of these genes led to the loss of heterogeneity in metabolic activity during prolonged N-starvation [76]. The heterogeneity of the bacterial population during prolonged starvation could help them to overcome the adverse conditions. This mechanism is termed “bet-hedging” [77]. The experimental setup used in this study can probably not be classified as prolonged N-starvation. Nonetheless, strain BH72 appears to be gradually preparing for such situations.

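The genes *azo2278*, *azo2279* and *azo2280*, of unknown function, were almost silent with ammonium and clearly transcribed during N2 fixation. Normalized counts in N2-fixing cells were 2409.7 ± 1726 (SD, n = 3), 1028 ± 588 (SD, n = 3) and 820.0 ± 453 (SD, n = 3). All 3 ammonium libraries together held 16, 9 and 6 counts of them. Scaled to the total counts of the libraries and not by TMM, the ratios of summed counts were 442 (272 to 773) for *azo2278*, 335 (176 to 733) for *azo2279* and 400.0 (184 to 1091) for *azo2280*. The 95% intervals are exact (Clopper-Pearson) and cover counting error only. The fitted log2 fold changes were 8.91 (standard error 0.85), 8.49 (standard error 0.68) and 8.71 (standard error 0.74), with adjusted p of 0.00064, 0.00033 and 0.00039 from edgeR, which depend on the prior count at so few counts. Without N2-fixing replicate 2 the value of *azo2278* was 8.23, and without ammonium replicate 1 that of *azo2280* was 9.67. All 3 passed when adjusted over the list alone, a set the study chose on these samples and no independent evidence. These intervals overlap, so the order among the 3 is not resolved.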

Strong induction was detected for the cluster of three genes (*azo2278*, *azo2279,* and *azo2280*) encoding for hypothetical proteins (490-, 373-, and 443-fold, respectively). Azo2278 has two predicted nitroreductase domains, albeit with very low similarity. Azo2280 seems to be unique to the *Azoarcus* genus, while the first two genes were widespread among prokaryotes. Considering the variety of functions performed by proteins containing nitroreductase domains [78] and the extent of regulation observed in strain BH72, the notion of further investigation into their roles and relationship to N_2_-fixation is compelling.

## 4. Conclusions

With the new data from the reported RNA-Seq analysis, strain BH72 appears to support a N_2_-fixation lifestyle through inducing carbon metabolism and motility and by suppressing translation and vitamin biosynthesis (Figure 8). 

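The groups behind this picture differ in size of change by a wide margin. The genes of the nitrogenase stretch, of type VI secretion cluster 1 and of nitrate and nitrite assimilation had median log2 fold changes of 6.93, 5.23 and 6.74. For the TCA genes and the pili genes the medians were 0.85 and 0.84, less than 2-fold. On the other side stood the riboflavin list of Table S8, at -0.85, and the cell wall stretch, at -1.04. The riboflavin median is the value of *azo3524*, whose product in that table is a cob(II)yrinic acid a,c-diamide reductase. Across libraries the TCA genes took 1.82% ± 0.174 (SD, n = 3) of all counts in N2-fixing cells and 1.08% ± 0.123 (SD, n = 3) in ammonium-grown cells. Cobalamin genes took 0.0417% ± 0.000857 (SD, n = 3) and 0.0977% ± 0.000395 (SD, n = 3).
The paper reasons from these groups in steps. It states that fixing N2 costs much ATP, and proposes that the search for other nitrogen sources and the motility genes add to this demand, to which the cells respond with higher transcripts of the TCA cycle. It then proposes that scarce oxygen restricts oxidative phosphorylation, raises the ratio of NADH to NAD and so limits the TCA cycle, a hurdle that acetate overflow and the storage polymer may help the cells to pass. Lower transcripts of the translation machinery could, in its view, save energy for N2 fixation, and the lower vitamin genes may follow from less flux through the pentose phosphate pathway.

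**Figure D3:**
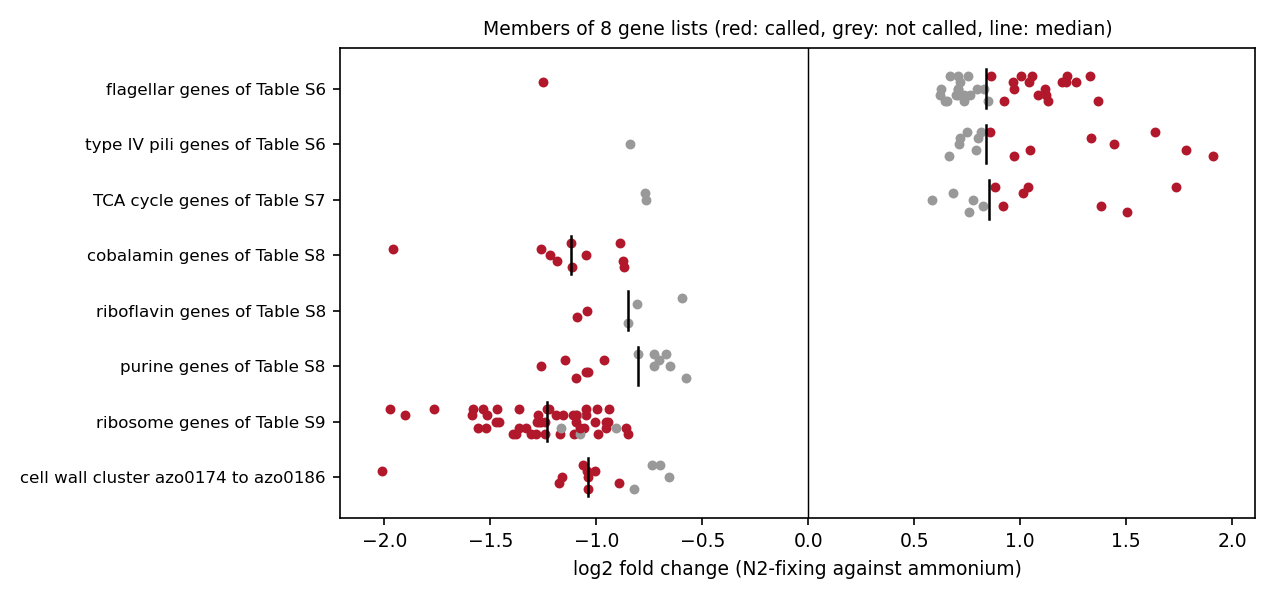
Log2 fold changes of N2-fixing against ammonium-grown cells for the members of 8 gene lists, 1 point per gene, red where the gene is called and grey where it is not, with a black line at the median of each list. The flagellar, pili and TCA lists lie mostly to the right of 0 with medians of 0.84, 0.84 and 0.85, and the other 5 lists lie to the left of it.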

Still, it is well prepared to utilize alternative economic N-sources such as nitrate, urea, or amino acids (Figure 8). Thus, RNA-Seq has provided a better understanding of the transcriptome during diazotrophic growth and thus of the complex lifestyle of coping with N_2_ as a N-source. Simultaneously, it has ignited the quest to explore the role of non-coding RNA under N_2_-fixation and the regulation of N-assimilation in an endophytic lifestyle. The directional RNA-Seq used in this study revealed the transcription of several antisense and small RNAs. This has been recently reported in several prokaryotes as well [79,80,81]. Identifying their functionalities might aid in obtaining a better picture of the regulatory cascade under N_2_-fixation. This new and vast field necessitates a separate study on its own.

## Figures and Tables

**Figure 1:**
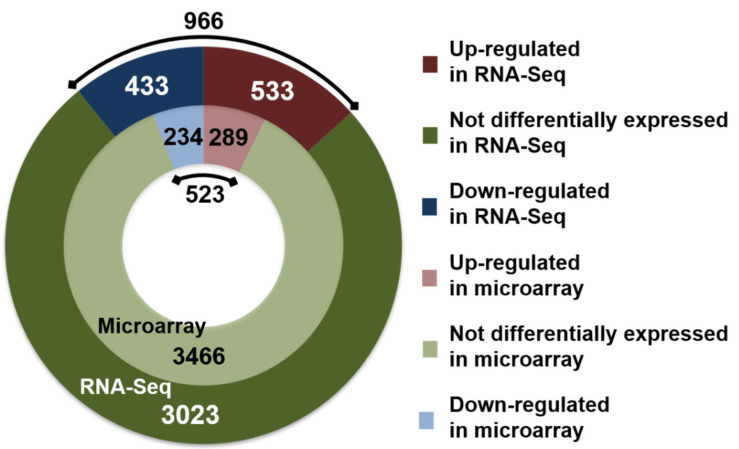
Number of differentially expressed genes (DEGs) detected in *A. olearius* BH72 under N_2_-fixing versus ammonium-based growth conditions. Quantitative comparison of DEGs detected by RNA-Seq (this study) in comparison to previous microarray analysis [10]. Genes with a fold change > 1.8 and padj < 0.05 were regarded as DEGs. Up- or down-regulation refer to the enhanced or suppressed expression, respectively, detected under N_2_-fixing conditions in comparison to growth in ammonium. The black arc (with numbers) represents the total number of DEGs.

**Figure 2:**
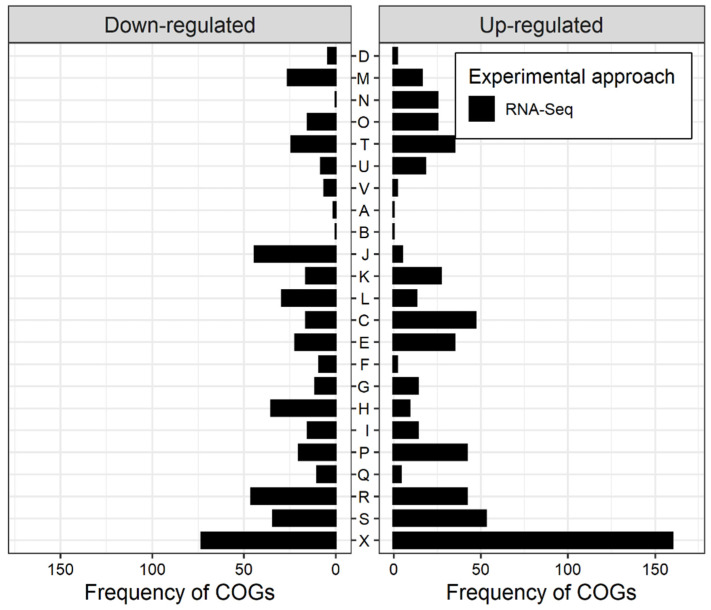
Distribution of cluster of orthologous groups (COGs) of the proteins encoded by DEGs under N_2_-fixing conditions in comparison to growth in ammonium-based growth conditions. Bar plot shows the frequency of each COG category among the genes detected to be up-(**right**) and down- (**left**) regulated by RNA-Seq. The COG categories are D-Cell cycle control, cell division, chromosome partitioning; M-Cell wall/membrane/envelope biogenesis; N-Cell motility; O-Post-translational modification, protein turnover, and chaperones; T-Signal transduction mechanisms; U-Intracellular trafficking, secretion, and vesicular transport; V-Defense mechanisms; A-RNA processing and modification; B-Chromatin structure and dynamics; J-Translation, ribosomal structure, and biogenesis; K-Transcription; L-Replication, recombination, and repair; C-Energy production and conversion; E-Amino acid transport and metabolism; F-Nucleotide transport and metabolism; G-Carbohydrate transport and metabolism; H-Coenzyme transport and metabolism; I-Lipid transport and metabolism; P-Inorganic ion transport and metabolism; Q-Secondary metabolites biosynthesis, transport, and catabolism; R-General function prediction only; S-Function unknown; and X-No COG assigned.

**Figure 3:**
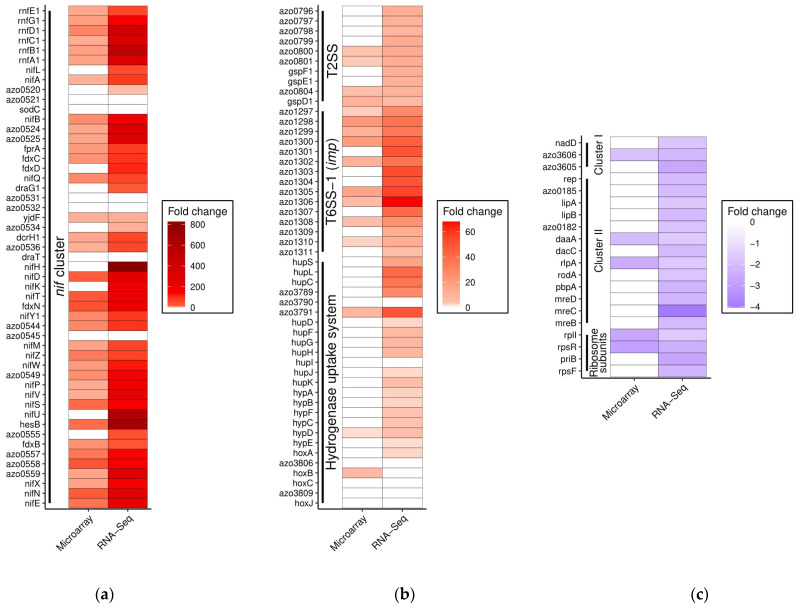
RNA-Seq provides extensive coverage of DEGs in gene clusters under N_2_-fixing conditions. Heat maps indicate the level of up- or down-regulation detected by microarray and RNA-Seq for the genes within clusters previously established to be regulated under nitrogen-fixing conditions: (**a**) nitrogen fixation (*nif*) cluster; (**b**) hydrogenase uptake system, type 6 secretion system-1 (T6SS-1, *imp*), and type 2 secretion system (T2SS); (**c**) ribosome subunits and two clusters of genes with varying functions. Negative fold change values denote down-regulation under N_2_-fixing conditions.

**Figure 4:**
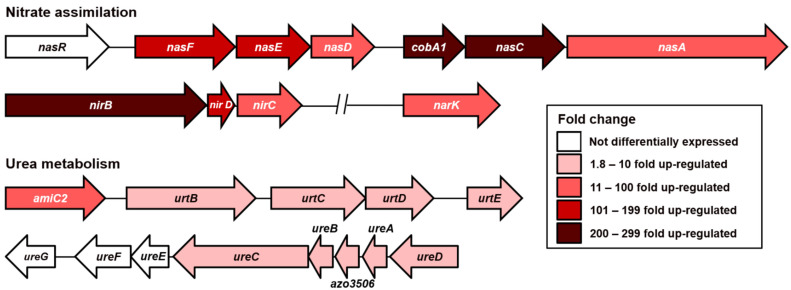
*A. olearius* BH72 prepares itself to assimilate other sources of combined nitrogen under N_2_-fixing conditions. Graphic represents the genomic organization of the genes involved in nitrate assimilation and urea metabolism. Color of each arrow indicates the fold change of up-regulation for the respective gene under N_2_-fixing conditions calculated through the RNA-Seq analysis. Arrows are drawn in proportion to the length, location, and orientation of the corresponding genes within the genome. The two parallel slanted lines indicate a reduction of the large genomic distance between two genes for this representation.

**Figure 5:**
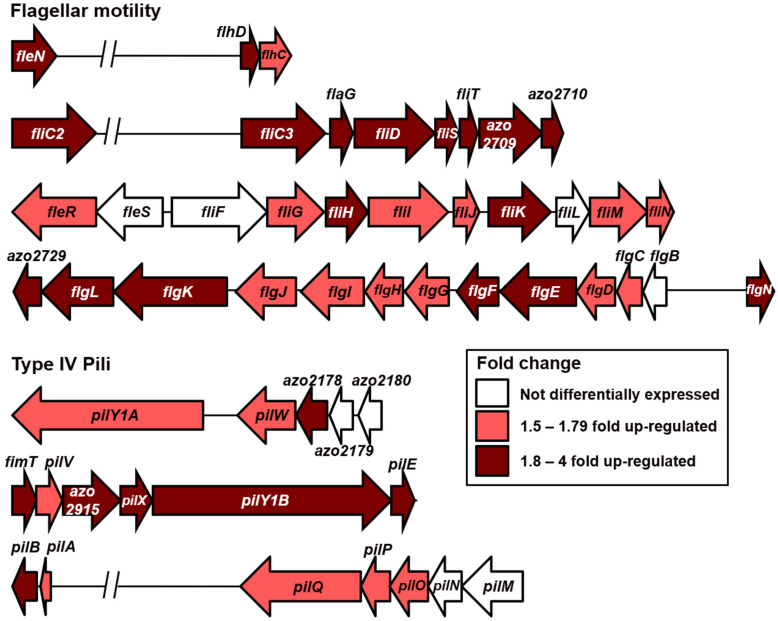
*A. olearius* BH72 shows differential expression of motility-related machineries under N_2_-fixing conditions. Graphic represents the genomic organization of the genes related to the assembly and function of flagellar motility and type IV pili. The color of each arrow indicates the fold change of up-regulation for the respective gene under N_2_-fixing conditions calculated through the RNA-Seq analysis. Arrows are drawn in proportion to the length, location, and orientation of the corresponding genes within the genome. The two parallel slanted lines indicate a reduction of the large genomic distance between two genes for this representation.

**Figure 6:**
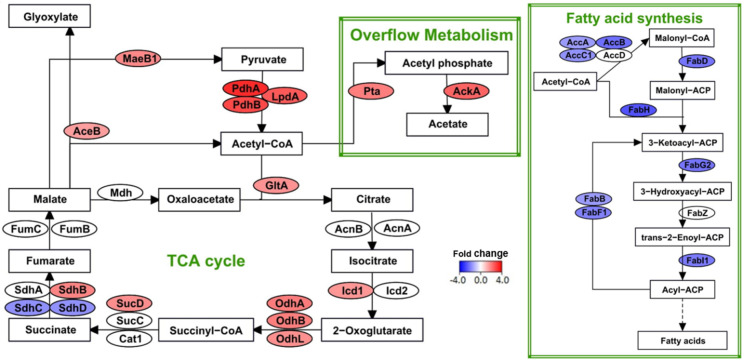
Regulation in carbon metabolism during diazotrophic growth. Flow chart represents the enzymes (ovals) and metabolites (black rectangles) in the tricarboxylic acid (TCA) cycle, overflow metabolism, and fatty acid synthesis pathways. The color of each enzyme indicates the fold change in the expression of the corresponding gene detected by RNA-Seq analysis. Extent of up- or down-regulation during diazotrophic growth are denoted by shades of red and blue, respectively. Green rectangles demarcate the different pathways.

**Figure 7:**
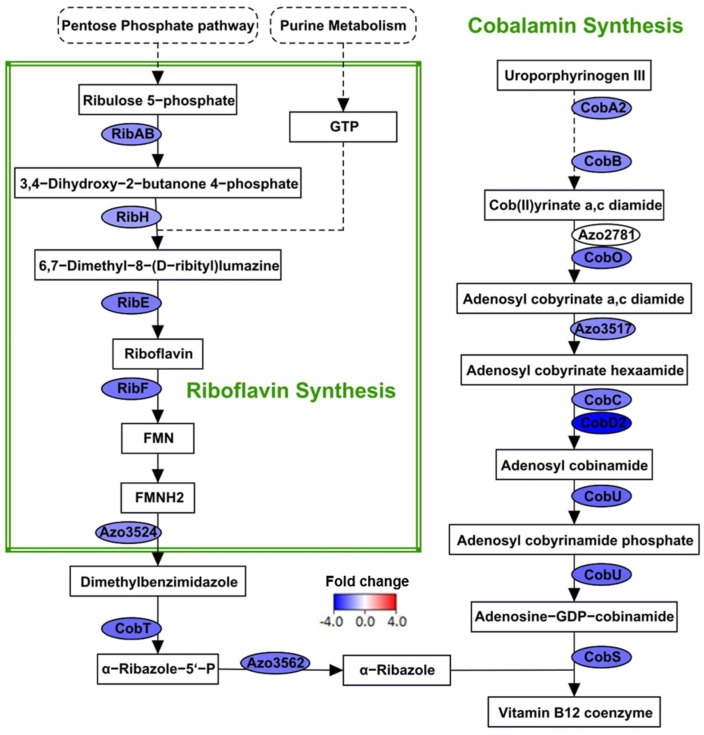
Regulation in riboflavin and cobalamin synthesis under N_2_-fixation. Flow chart represents the enzymes (ovals) and metabolites (black rectangles) in the riboflavin and cobalamin synthesis. The color of each enzyme indicates the fold change in the expression of the corresponding gene detected by RNA-Seq analysis. The extent of down-regulation during diazotrophic growth is denoted by blue shades. The dashed arrow encompasses several enzymatic steps, among which only two corresponding genes were detected to be differentially expressed. Dashed rectangles are pathways that generate the substrates for vitamin biosynthesis. Green rectangles demarcate the different pathways.

**Figure 8:**
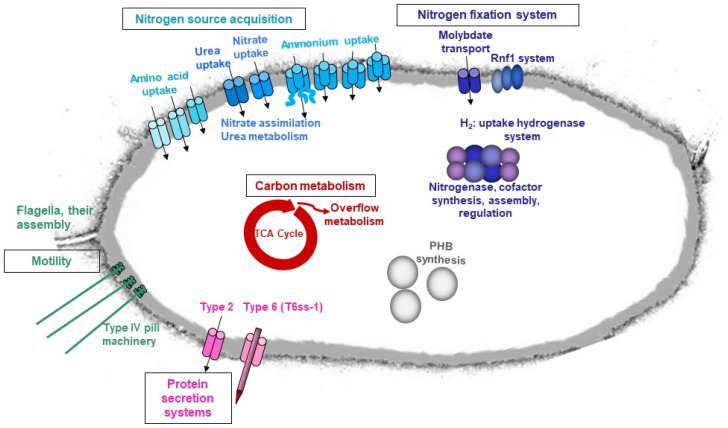
Lifestyle adaptations of *A. olearius* BH72 under limiting N-sources. Image represents pathways that were detected by RNA-Seq to be induced under N_2_-fixing conditions in comparison to ammonium-grown conditions.

## Data Availability

The reads obtained from the RNA-Seq have been deposited in the NCBI’s Gene Expression Omnibus [28] and are accessible through the GEO Series accession number GSE176473 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE176473; Access date: 1 October 2021).

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/microorganisms9091888/s1, Figure S1: Clustering of samples based on RNA-Seq data; Figure S2: Qualitative comparison of genes identified to be differentially expressed by RNA-Seq and microarray analysis in *A. olearius* BH72; Figure S3: Expression of *draT* and downstream genes under N_2_-fixing and ammonium-based growth conditions; Figure S4: Comparison of COG classification of the proteins encoded by DEGs identified by RNA-Seq and microarray under N_2_-fixing conditions in comparison ammonium-based growth conditions; Table S1: List of oligonucleotides used in this study; Table S2: List of barcodes used for multiplexing six samples in RNA-Seq; Table S3: Read alignment statistics obtained for the mapping of RNA-Seq samples; Table S4: List of all differentially expressed genes; Table S5: List of genes verified using RT-qPCR; Table S6: List of differentially expressed genes involved in the assembly and functioning of flagellar structure and Type IV pili; Table S7: List of differentially expressed genes involved in the tricarboxylic acid TCA cycle; Table S8: List of differentially expressed genes involved in cobalamin, riboflavin, and purine synthesis; Table S9: List of genes involved in ribosome biogenesis and functioning that were down-regulated under N_2_-fixing conditions, Table S10: List of differentially expressed transcriptional regulators and histidine kinases.

## Abbreviations

BNF	Biological nitrogen fixation
COGs	Cluster of orthologous groups
DEGs	Differentially expressed genes
EMP	Embden–Meyerhof–Parnas pathway
GTP	Guanosine triphosphate
*nif*-cluster	Nitrogen fixation gene cluster
ORFs	Open reading frames
padj	Benjamini–Hochberg adjusted *p*-value
PHB	poly-ß-hydroxybutyrate
PPP	Pentose Phosphate Pathway
PRPP	5-phosphoribosyl 1-pyrophosphate
RPKM	Reads Per Kilobase per Million mapped reads
SM	Synthetic malate
T2SS	Type 2 protein secretion system
T6SS	Type 6 protein secretion system
TCA	Tricarboxylic acid cycle

# Supplementary material for: RNA-Seq Provides New Insights into the Gene Expression Changes in Azoarcus olearius BH72 under Nitrogen-Deficient and Replete Conditions beyond the Nitrogen Fixation Process
**Source:** Microorganisms. 2021 Sep 6;9(9):1888. doi: 10.3390/microorganisms9091888
**Supplement:** Supplementary file 1

RNA-Seq Provides New Insights into the Gene Expression Changes in *Azoarcus olearius* BH72 under Nitrogen-deficient and Replete Conditions beyond the Nitrogen Fixation Process

Shanmugam Solaiyappan Mani and Barbara Reinhold-Hurek

Supplementary Material

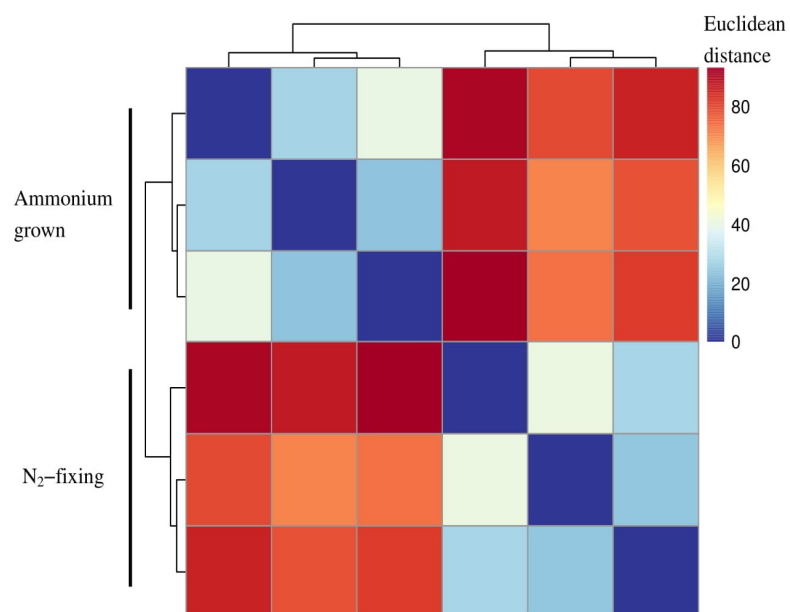

Figure S1. Clustering of samples based on RNA-Seq data. RNA-Seq count data, after variance stabilized transformation, were used to calculate the Euclidean distance. Heat map represents the Euclidean distance between the biological replicates of N₂-fixing and ammonium-based growth conditions. Clustering of the samples is represented by the dendrograms.

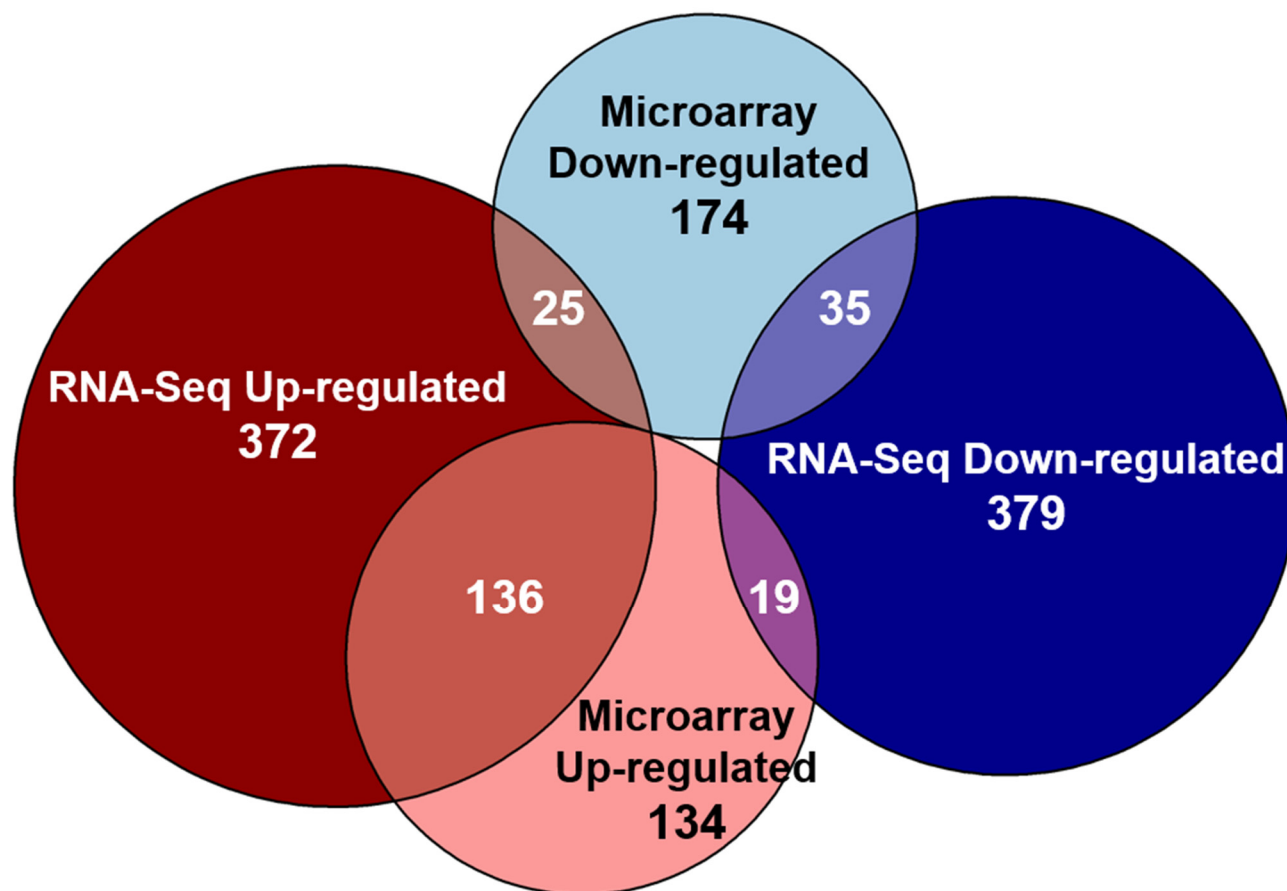

Figure S2. Qualitative comparison of genes identified to be differentially expressed by RNA-Seq and microarray analysis in *A. olearius* BH72. Comparison was done using Euler method, highlighting overlap among the DEGs identified by both the methods. Genes with fold change > 1.8 and adjusted $p < 0.05$ were regarded as DEGs. Up- or down-regulation refer to the enhanced or suppressed expression, respectively, detected under N_2 -fixing conditions in comparison to growth in ammonium-based growth conditions. RNA-Seq data from the current study and microarray data from a previous study (Sarkar *et al.*, 2014) were used.

215 genes were detected by both, microarray and RNA-Seq approaches. 171 of these genes showed a similar direction of regulation in both studies and 44 genes exhibited an opposite modulation of expression.

Sarkar, A.; Reinhold-Hurek, B. Transcriptional profiling of nitrogen fixation and the role of NifA in the diazotrophic endophyte *Azoarcus* sp. Strain BH72. *PLoS One* **2014**, *9*, e86527.

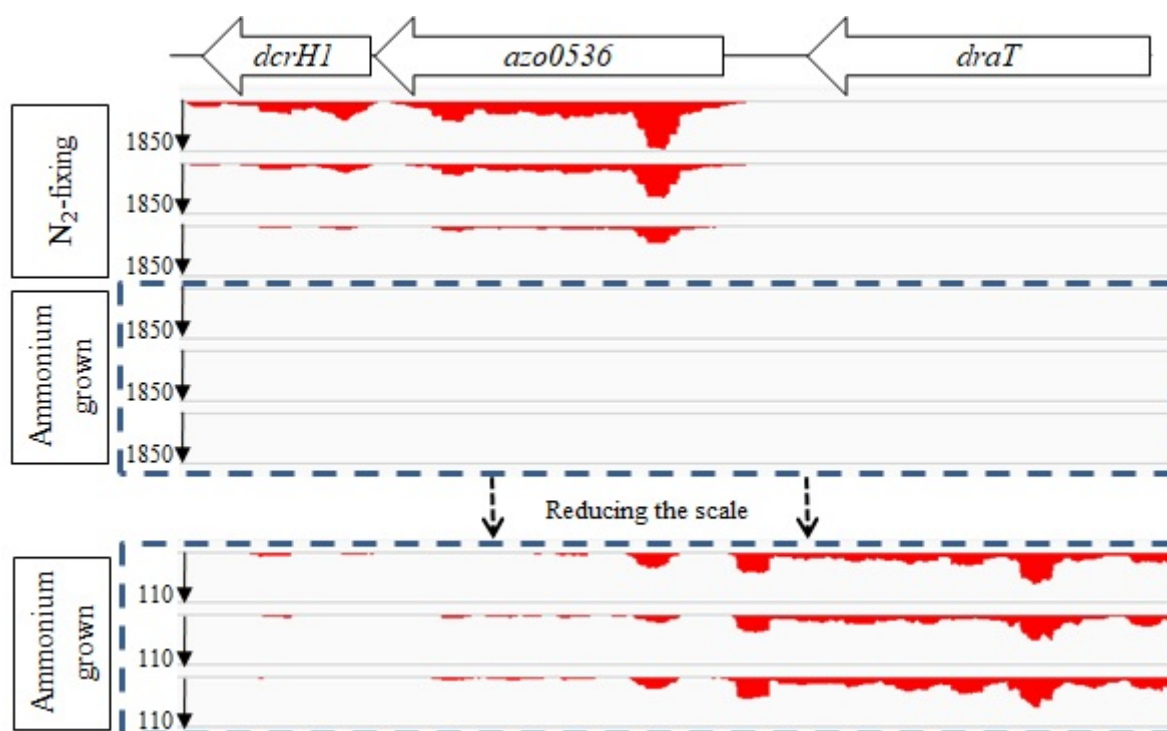

Figure S3. Expression of *draT* and downstream genes under N₂-fixing and ammonium-based growth conditions. RNA-Seq reads from the biological triplicates of both experimental conditions were mapped to the genome and a snap shot of a section is shown here. The section includes *draT*, *azo0536* and *dcrH1* encoded in the lagging strand. Each red plot relates to the number of reads mapped to the corresponding base in the genome from each of the six samples. The scale was reduced in the bottom image to visualize the lower expression level detected under ammonium-based growth conditions.

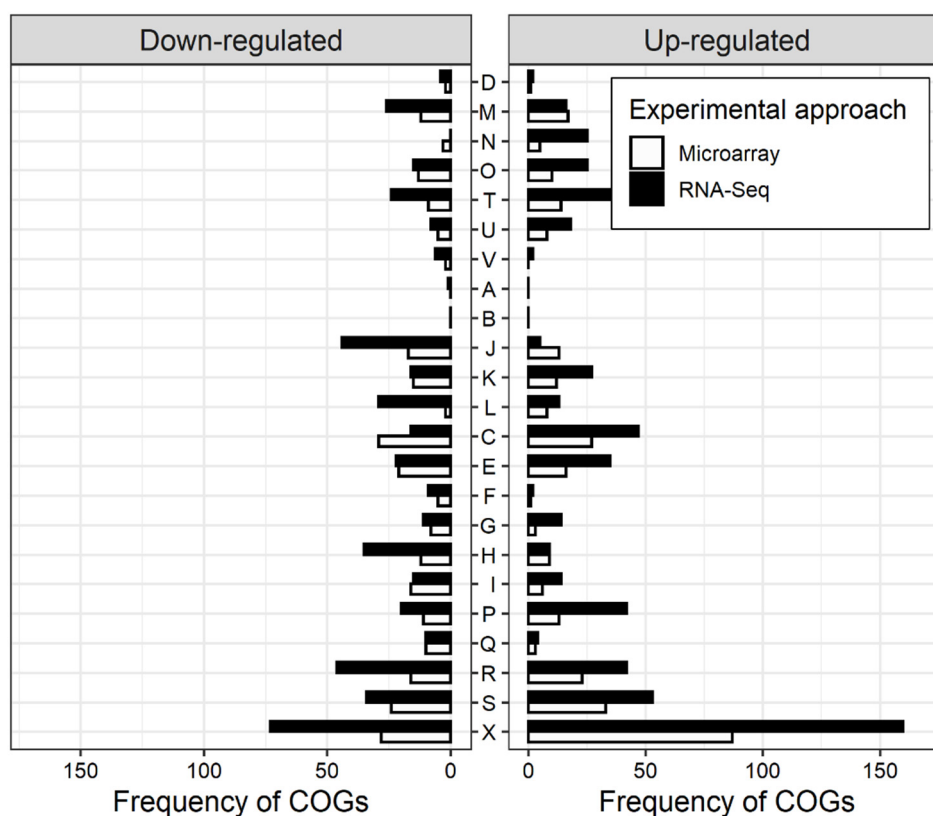

Figure S4. Comparison of COG classification of the proteins encoded by DEGs identified by RNA-Seq and microarray under N₂-fixing conditions in comparison to ammonium-based growth conditions. Bar plot shows the frequency of each COG category among the genes detected to be up-(right) and down- (left) regulated by RNA-Seq (black bars) and microarray (white bars). The COG categories are D-Cell cycle control, cell division, chromosome partitioning; M-Cell wall/membrane/envelope biogenesis; N-Cell motility; O-Post-translational modification, protein turnover, and chaperones; T-Signal transduction mechanisms; U-Intracellular trafficking, secretion, and vesicular transport; V-Defense mechanisms; A-RNA processing and modification; B-Chromatin structure and dynamics; J-Translation, ribosomal structure and biogenesis; K-Transcription; L-Replication, recombination and repair; C-Energy production and conversion; E-Amino acid transport and metabolism; F-Nucleotide transport and metabolism; G-Carbohydrate transport and metabolism; H-Coenzyme transport and metabolism; I-Lipid transport and metabolism; P-Inorganic ion transport and metabolism; Q-Secondary metabolites biosynthesis, transport, and catabolism; R-General function prediction only; S-Function unknown; X-No COG assigned. The categories cell motility (N) and energy metabolism (C) were found to be less frequently suppressed in the current study. Genes encoding for proteins related to translation machinery (J) were less frequently up-regulated and were found to be more repressed than in the previous study.

Table S1. List of oligonucleotides used in this study

Oligo name	Sequence	Annealing temperature (°C)
5' TruSeq adapter	AATGATACGGCGACCACCGAGATCTACAC-<br>NNNNNNNNN1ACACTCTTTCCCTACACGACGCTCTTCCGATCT	-
3' TruSeq adapter	CAAGCAGAAGACGGCATACGA-<br>GATNNNNNNNNN2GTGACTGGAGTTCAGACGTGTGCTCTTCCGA<br>TCT	-
0305RTFor<br>0305RTrev	TGGTCTGGATCACAAGCACT<br>TCCAGGCGACGGGTATAGA	64.7
1175RTFor<br>1175RTrev	CACCGTGCTGTGCGAAGAA<br>CGACAGGTCTTCTGCGGTCT	64.7
2264RTFor<br>2264RTrev	ATCGCATCTTCGGCGTCTAT<br>GCCATTGCGTCATCTTCACG	
2687RTFor<br>2687RTrev	GGTCTGCTTGCCGGTTTGAT<br>CTGCGAAACAGCCATACGGT	
2837RTFor<br>2837RTRev	ACCAAGTACGACACCACCCA<br>ATCCTTGGTGGAGAAGAACGG	64.7
2893RTFor<br>2893RTrev	CGGACCCTCGACCAGTATTT<br>CCACGGTCTGGTTACCCTT	
3398RTFor<br>3398RTrev	ATACCATCAAACCCGGTGCG<br>TTCTGACCCTTGTGACCACG	64.7
3409RTFor<br>3409RTrev	GCGTGGACGAATTGAACGGA<br>CGCACCTTGCCAATCTGACT	64.7
3512RTFor<br>3512RTrev	GATCAAGTTCACCCTCGACTGG<br>GATCTCCACGTCCAGCCCTT	
3786RTFor<br>3786RTrev	CAAAGGCAACTACATCCTCGC<br>CACAGGAACCCAGGAGATG	64.7
3956RTFor<br>3956RTrev	TACTCGAAATCCAGGGTTGCC<br>GCCACATTGCAGCGTGAAG	64.7

¹ NNNNNNNN – position of i5 barcode² NNNNNNNN – position of i7 barcode

Table S2. List of barcodes used for multiplexing six samples in RNA-Seq.

No.	Condition	Replicate	i5 barcode	i7 barcode
1	Nitrogen-fixing	I	ACGATGTG	CGGCTATG
2	Nitrogen-fixing	II	GACAAATG	CGGCTATG
3	Nitrogen-fixing	III	TGGACGGG	TCCGCGAA
4	Ammonium-based growth	I	ATTGACTG	CGGCTATG
5	Ammonium-based growth	II	AACCATGG	TCCGCGAA
6	Ammonium-based growth	III	GATATCGG	TCCGCGAA

Table S3. Read alignment statistics obtained for the mapping of RNA-Seq samples.

Condition	N ₂ -fixing			Ammonium-based growth		
Biological replicate	I	II	III	I	II	III
No. of input reads	10602624	10822876	10717584	10586006	11803381	11561465
Total no. of aligned reads	8809284	9204604	9019811	9252710	10462742	10138782
Percentage of aligned reads (compared to no. of input reads)	83.09	85.05	84.16	87.41	88.64	87.69
Total no. of uniquely aligned reads	8447237	8862835	8683542	8680911	9855265	9629912
Percentage of uniquely aligned reads (in relation to all aligned reads)	95,89	96,29	96,27	93,82	94,19	94,98

Table S4. List of all differentially expressed genes with fold change more than 1.8. Provided as excel file.

Table S5. List of genes verified using RT-qPCR.

Gene	Name	Product	RT-qPCR		RNA-Seq		Microarray	
			Fold Change ¹	<i>p</i> -value	Fold Change ¹	<i>p</i> adj ²	Fold Change ¹	<i>p</i> -value
<i>azo0305</i>	<i>paaB</i>	phenylacetic acid degradation protein PaaB	1.7	0.12			- 5.4	0.001
<i>azo1175</i>	<i>nirB</i>	assimilatory nitrite reductase (NAD(P)H) large subunit precursor (EC 1.7.1.4)	101	5.6E-04	249	1.2E-46	- 2.1	0.026
<i>azo2264</i>		amino acid ABC transporter membrane protein 1, PAAT family (TC 3.A.1.3.-)	23.7	6.3E-04	15.3	5.5E-17	- 3.2	0.003
<i>azo2687</i>		hypothetical secreted protein	-2.5	0.046	-5.4	8E-07		
<i>azo2893</i>		DNA-binding protein Fis	-2.3	8.5E-03	-2.8	5.6E-07	+ 2.5	0.013
<i>azo3398</i>	<i>rplO</i>	LSU ribosomal protein L15P	1.5	0.28			- 4.2	0.003
<i>azo3409</i>	<i>rpmC</i>	LSU ribosomal protein L29P	1.0	0.973			+ 6.1	0.018
<i>azo3512</i>	<i>ssuA</i>	putative periplasmic-binding protein	16.3	3.15E-03	20.8	1.2E-17		
<i>azo3786</i>	<i>hupS</i>	ferredoxin hydrogenase, small chain	20.6	7.80E-05	16.6	2.4E-37		
<i>azo3956</i>		conserved hypothetical protein	-3.4	0.040	-5.6	7.6E-06		

¹ fold change - fold change of up- (+) or down- (-) regulation of genes under N₂-fixation as compared to ammonium-based growth conditions

² *p*adj - Benjamini–Hochberg adjusted *p*-value

Table S6. List of differentially expressed genes involved in the assembly and functioning of flagellar structure and Type IV pili.

	Gene	Name	Product	RNA-Seq		Microarray	
				Fold Change ¹	padj	Fold change ¹	p-value
Flagellar motility	azo1106	<i>fleN</i>	hypothetical flagellar related protein FleN	1.82	0.001		
	azo1446	<i>flhD</i>	flagellar transcriptional activator FlhD	2.05	0.0106		
	azo1447	<i>flhC</i>	flagellar transcriptional activator FlhC	1.77	0.0092		
	azo1450	<i>cheY2</i>	putative chemotaxis response regulator	1.54	0.0136		
	azo1452	<i>cheW2</i>	CheW protein	1.57	0.0047		
	azo1453	<i>tsr</i>	putative serine chemoreceptor protein	1.63	0.0002	- 2.5	0.032
	azo1459	<i>cheV2</i>	probable chemotaxis protein CheV-like	1.64	3E-05		
	azo1461	<i>cheZ</i>	chemotaxis protein CheZ	1.54	2E-05		
	azo2693	<i>fliC2</i>	flagellin	2.17	1E-06		
	azo2704	<i>fliC3</i>	flagellin	2.57	9E-08		
	azo2705	<i>flaG</i>	probable flagellar protein	2.00	0.0002		
	azo2706	<i>fliD</i>	flagellar hook-associated protein	2.29	2E-08		
	azo2707	<i>fliS</i>	flagellar protein FliS	2.16	3E-06		
	azo2708	<i>fliT</i>	hypothetical flagellar related protein FliT	2.12	2E-06		
	azo2709		hypothetical protein	2.18	5E-08		
	azo2710		conserved hypothetical flagellar related protein	2.51	4E-09		
	azo2712		diguanylate cyclase with PAS/PAC sensor	-2.38	8E-18		
	azo2714	<i>fleR</i>	sigma-54 dependent response regulator	1.73	4E-06		
	azo2717	<i>fliG</i>	flagellar motor switch protein FliG	1.70	1E-08		
	azo2718	<i>fliH</i>	flagellar assembly protein FliH	1.80	1E-04		
	azo2719	<i>fliI</i>	ATP synthase	1.68	0.0005		
	azo2721	<i>fliK</i>	putative flagellar hook-length control protein FliK	2.32	8E-09		

	<i>azo2723</i>	<i>fliM</i>	flagellar motor switch protein FliM	1.63	0.0017		
	<i>azo2724</i>	<i>fliN</i>	flagellar motor switch FliN	1.62	0.0011		
	<i>azo2729</i>		hypothetical secreted protein	1.89	0.0003		
	<i>azo2730</i>	<i>flgL</i>	flagellar hook-filament junction protein 3	2.33	2E-08		
	<i>azo2731</i>	<i>flgK</i>	flagellar hook-filament junction protein 1	2.40	1E-05		
	<i>azo2732</i>	<i>flgJ</i>	peptidoglycan hydrolase	1.63	0.0039		
	<i>azo2733</i>	<i>flgI</i>	flagellar P-ring protein precursor	1.63	0.0015		
	<i>azo2734</i>	<i>flgH</i>	flagellar L-ring protein precursor	1.56	0.0078		
	<i>azo2735</i>	<i>flgG</i>	flagellar basal-body rod protein FlgG	1.59	0.0115		
	<i>azo2736</i>	<i>flgF</i>	flagellar basal-body rod protein FlgF	1.95	4E-09		
	<i>azo2737</i>	<i>flgE</i>	FlgE protein	1.95	2E-08		
	<i>azo2738</i>	<i>flgD</i>	probable basal-body rod modification protein FlgD	1.66	0.0014		
	<i>azo2739</i>	<i>flgC</i>	flagellar basal-body rod protein FlgC	1.66	0.0007		
	<i>azo2743</i>	<i>flgN</i>	putative chaperon of flagellar synthesis	2.07	1E-11		
Type IV pili	<i>azo1790</i>	<i>rpoN2</i>	RNA polymerase, sigma 54 subunit, RpoN/SigL	3.10	6E-05	+ 3.8	0.003
	<i>azo2175</i>	<i>pilY1A</i>	putative type 4 pilus biogenesis protein	1.64	2E-06	+ 2.4	0.002
	<i>azo2177</i>	<i>pilW</i>	putative type 4 pilus biogenesis protein	1.64	1E-05		
	<i>azo2178</i>		probable type 4 fimbrial biogenesis related transmembrane protein	2.06	3E-13		
	<i>azo2913</i>	<i>fimT</i>	putative pre-pilin like protein	1.95	0.0085		
	<i>azo2914</i>	<i>pilV</i>	putative prepilin-like protein	1.76	0.0473		
	<i>azo2915</i>		conserved hypothetical secreted protein	2.52	0.0005		
	<i>azo2916</i>	<i>pilX</i>	putative Tfp pilus assembly protein	2.71	3E-06		
	<i>azo2917</i>	<i>pilY1B</i>	putative Tfp pilus assembly protein	3.43	1E-11	+ 3.4	0.007
	<i>azo2918</i>	<i>pilE</i>	putative prepilin like protein	3.75	1E-13		
	<i>azo3354</i>	<i>pilB</i>	Type IV pilus assembly protein	1.81	4E-12	- 2.4	0.021
	<i>azo3355</i>	<i>pilA</i>	tfp structural protein	1.74	2E-07		
	<i>azo3357</i>	<i>pilS</i>	two component system sensor protein	-1.79	1E-06		

<i>azo3646</i>	<i>pilQ</i>	probable type 4 fimbrial biogenesis protein	1.73	0.0001
<i>azo3647</i>	<i>pilP</i>	putative type 4 fimbrial biogenesis protein	1.58	1E-07
<i>azo3648</i>	<i>pilO</i>	probable type 4 fimbrial biogenesis protein	1.68	4E-05

¹ fold change - fold change of up- (+) or down- (-) regulation of genes under N₂-fixation as compared to ammonium-based growth conditions

Table S7. List of differentially expressed genes involved in the tricarboxylic acid (TCA) cycle.

Gene	Name	Product	RNA-Seq result	
			Fold Change ¹	p _{adj}
<i>azo0821</i>	<i>maeB1</i>	probable malate dehydrogenase (oxaloacetate-decarboxylating) (NADP+)	1.84	0.002371
<i>azo1147</i>	<i>icd1</i>	isocitrate dehydrogenase (NADP) (EC 1.1.1.42)	1.61	0.030575
<i>azo1159</i>	<i>aceB</i>	AceB protein	1.50	0.004426
<i>azo1371</i>	<i>lpdA</i>	dihydrolipoamide dehydrogenase (EC 1.8.1.4)	2.60	0.002448
<i>azo1372</i>	<i>pdhB</i>	probable dihydrolipoamide acetyltransferase	2.83	0.000349
<i>azo1373</i>	<i>pdhA</i>	pyruvate dehydrogenase	3.32	4.67E-05
<i>azo1549</i>	<i>sdhC</i>	succinate dehydrogenase subunit C (EC 1.3.5.1)	-1.71	0.000484
<i>azo1550</i>	<i>sdhD</i>	succinate dehydrogenase subunit D (EC 1.3.5.1)	-1.71	6.95E-06
<i>azo1552</i>	<i>sdhB</i>	succinate dehydrogenase subunit B (EC 1.3.5.1)	1.89	1.05E-13
<i>azo1554</i>	<i>gltA</i>	citrate synthase (EC 2.3.3.1)	1.69	0.014766
<i>azo1555</i>	<i>odhA</i>	2-oxoglutarate dehydrogenase E1 component (EC 1.2.4.2)	2.05	1.04E-16
<i>azo1556</i>	<i>odhB</i>	2-oxoglutarate dehydrogenase E2 component (EC 2.3.1.61)	2.01	2.35E-21
<i>azo1557</i>	<i>odhL</i>	dihydrolipoamide dehydrogenase (EC 1.8.1.4)	1.71	9.97E-12
<i>azo3332</i>	<i>sucD</i>	succinyl-CoA synthetase (ADP-forming) alpha subunit (EC 6.2.1.5)	1.77	4.07E-06

¹ fold change - fold change of up- (+) or down- (-) regulation of genes under N₂-fixation as compared to ammonium-based growth conditions

Table S8. List of differentially expressed genes involved in cobalamin, riboflavin and purine synthesis.

	Gene	Name	Product	RNA-Seq	
				Fold Change ¹	p _{adj}
Cobalamin synthesis	azo3517		adenosylcobyrinic acid synthase (glutamine-hydrolysing) (EC 6.3.5.10)	-1.85	2E-06
	azo3518	<i>cobD2</i>	adenosylcobinamide-phosphate synthase (EC 6.3.1.10)	-3.89	5E-30
	azo3519	<i>cobC</i>	cobalamin biosynthesis protein	-2.07	7E-06
	azo3550	<i>cobB</i>	cobyrinate a,c-diamide synthase (EC 6.3.5.-) / hydroge-nobyrinic acid a,c-diamide synthase (glutamine-hydrolysing) (EC 6.3.5.9)	-1.84	2E-08
	azo3551	<i>cobA2</i>	Uroporphyrin-III C-methyltransferase	-1.83	2E-07
	azo3552	<i>cobO</i>	cob(II)yrinic acid a,c-diamide adenosyltransferase (EC 2.5.1.17)	-2.18	1E-06
	azo3557	<i>cobU</i>	adenosylcobinamide kinase (EC 2.7.1.156)	-2.41	0.0028
	azo3560	<i>cobT</i>	nicotinate-nucleotide-dimethylbenzimidazole phosphoribosyltransferase	-2.33	2E-17
	azo3561	<i>cobS</i>	cobalamin-5'-phosphate synthase (EC 2.7.8.26)	-2.28	4E-06
	azo3562		putative alpha-ribazole phosphatase	-2.17	9E-06
Riboflavin synthesis	azo0318	<i>ribH</i>	6,7-dimethyl-8-ribityllumazine synthase (EC 2.5.1.9)	-1.51	0.0032
	azo0319	<i>ribAB</i>	GTP cyclohydrolase II	-1.75	0.001
	azo0320	<i>ribE</i>	riboflavin synthase	-2.07	2E-07
	azo1206	<i>ribF</i>	riboflavin kinase (EC 2.7.1.26) / FMN adenylyltransferase (EC 2.7.7.2)	-2.13	1E-06
	azo3524		cob(II)yrinic acid a,c-diamide reductase (EC 1.16.8.1)	-1.80	1E-05
Purine synthesis	azo0923	<i>ndk</i>	nucleoside diphosphate kinase (EC 2.7.4.6)	-1.66	0.0004
	azo1087	<i>surE</i>	3'-nucleotidase (EC 3.1.3.6) / exopolyphosphatase (EC 3.6.1.11) / 5'-nucleotidase (EC 3.1.3.5)	-1.95	5E-10
	azo1269	<i>purT</i>	phosphoribosylglycinamide formyltransferase 2 (EC 2.1.2.-)	-2.40	7E-13
	azo1378	<i>purE</i>	phosphoribosylaminoimidazole carboxylase	-2.06	2E-05
	azo1379	<i>purK</i>	phosphoribosylaminoimidazole carboxylase (EC 4.1.1.21)	-2.14	3E-07
	azo1473	<i>adk</i>	Adenylate kinase (EC 2.7.4.3)	-1.75	0.0007
	azo2842	<i>pykA</i>	pyruvate kinase (EC 2.7.1.40)	-1.63	7E-05
	azo2873	<i>purC</i>	phosphoribosylaminoimidazolesuccinocarboxamide synthase	-1.57	0.0002
	azo2894	<i>purH</i>	IMP cyclohydrolase (EC 3.5.4.10) / phosphoribosylaminoimidazolecarboxamide formyltransferase (EC 2.1.2.3)	-2.07	1E-09

<i>azo3124</i>		phosphoribosylglycinamide formyltransferase (EC 2.1.2.2)	-1.49	0.0033
<i>azo3136</i>	<i>purM</i>	phosphoribosylformylglycinamide cyclo-ligase (EC 6.3.3.1)	-1.60	0.01
<i>azo3742</i>	<i>purU</i>	formyltetrahydrofolate deformylase (EC 3.5.1.10)	-2.22	1E-13
<i>azo3953</i>	<i>gmk</i>	guanylate kinase (EC 2.7.4.8)	-1.66	4E-06

¹ fold change - fold change of up- (+) or down- (-) regulation of genes under N₂-fixation as compared to ammonium-based growth conditions

Table S9. List of genes involved in ribosome biogenesis and functioning that were down-regulated under N₂-fixing conditions.

Gene	Name	Product	RNA-Seq		Microarray	
			Fold Change ¹	p _{adj}	Fold change ¹	p-value
azo0086	<i>efp</i>	translation elongation factor P (EF-P)	-3.001	9.5E-20	+ 1.8	0.047
azo0100	<i>fnt</i>	methionyl-tRNA formyltransferase (EC 2.1.2.9)	-3.002	1.16E-13		
azo0109	<i>yihZ</i>	D-tyrosyl-tRNA(Tyr) deacylase	-2.416	1.56E-05		
azo0122		probable Fe-S cluster redox enzyme	-2.517	4.19E-15		
azo0316	<i>rhlE1</i>	putative ATP-dependent RNA helicase	-2.258	0.000612		
azo0380	<i>argS</i>	arginyl-tRNA synthetase (EC 6.1.1.19)	-2.067	2.82E-05		
azo0718	<i>rpsF</i>	SSU ribosomal protein S6P	-2.233	2.35E-06		
azo0720	<i>rpsR</i>	SSU ribosomal protein S18P	-2.375	0.000514	- 2.8	0.021
azo0785		glycyl-tRNA synthetase alpha chain (EC 6.1.1.14)	-2.088	1.4E-11		
azo0872		conserved hypothetical protein	-1.805	0.000139		
azo0924		23S rRNA m(2)A-2503 methyltransferase (EC 2.1.1.-)	-1.998	5.98E-11		
azo1009		conserved hypothetical protein	-2.161	2.3E-09		
azo1045		pseudouridine synthase A	-1.942	0.000234		
azo1083	<i>pheS</i>	phenylalanyl-tRNA synthetase, alpha subunit (EC 6.1.1.20)	-1.943	0.00039	- 2.4	0.02
azo1100		23S rRNA m(5)U-1939 methyltransferase (EC 2.1.1.-)	-2.632	9.94E-12		
azo1101		ribosomal large subunit pseudouridine synthase E (EC 5.4.99.-)	-2.354	1.54E-08		
azo1135	<i>rpmG</i>	LSU ribosomal protein L33P	-2.865	3.8E-10		
azo1136	<i>rpmB</i>	LSU ribosomal protein L28P	-2.401	0.000113		
azo1312		tRNA (uracil-5-)-methyltransferase (EC 2.1.1.35)	-2.948	6.31E-20	- 2.1	0.01
azo1327	<i>hflX2</i>	GTP-binding protein HflX (EC 3.1.5.-)	-1.993	0.000205		
azo1385		conserved hypothetical protein	-3.930	6.96E-21		
azo1465		tRNA pseudouridine synthase C (EC 5.4.99.-)	-2.074	0.000319		
azo1518	<i>orn</i>	oligoribonuclease	-2.016	0.000353		
azo1521	<i>rpmE</i>	LSU ribosomal protein L31P	-2.872	1.79E-05		
azo1522		conserved hypothetical protein	-2.484	3.68E-08		
azo1621	<i>rpmF</i>	LSU ribosomal protein L32P	-3.412	2.44E-08		

azo2105	<i>truB</i>	tRNA pseudouridine synthase B (EC 4.2.1.70)	-2.138	0.032934		
azo2109		conserved hypothetical protein	-2.430	4.97E-07	+ 2.0	0.013
azo2190	<i>rpsT</i>	SSU ribosomal protein S20P	-2.252	0.009043	+ 2.3	0.017
azo2602	<i>infA1</i>	bacterial translation initiation factor 1 (bIF-1)	-2.440	0.001521		
azo2759	<i>rpsI</i>	SSU ribosomal protein S9P	-2.774	1.08E-12		
azo2760	<i>rplM</i>	LSU ribosomal protein L13P	-2.429	1.11E-07		
azo2815		tRNA/rRNA methylase	-1.929	0.000276	+ 2.2	0.016
azo2884	<i>ksgA</i>	dimethyladenosine transferase (EC 2.1.1.-)	-1.816	0.00062		
azo2889		Nucleotidyltransferase	-2.157	4.25E-06		
azo2892	<i>dusB</i>	conserved hypothetical tRNA-dihydrouridine synthase	-2.577	9.88E-08		
azo2898	<i>rpsP</i>	SSU ribosomal protein S16P	-2.291	0.000296		
azo2899	<i>rimM</i>	16S rRNA processing protein RimM	-2.139	1.39E-06		
azo3131	<i>miaA</i>	MiaA protein	-2.578	5.31E-09		
azo3140	<i>pcnB</i>	probable poly(A) polymerase	-2.600	7.38E-10		
azo3167	<i>rplU</i>	LSU ribosomal protein L21P	-2.338	0.001031	+ 1.8	0.021
azo3168	<i>rpmA</i>	LSU ribosomal protein L27P	-2.142	4.09E-05		
azo3225	<i>rpsU</i>	SSU ribosomal protein S21P	-2.783	1.44E-08		
azo3405	<i>rplE</i>	LSU ribosomal protein L5P	-1.882	0.030542	- 3.1	0.006
azo3406	<i>rplX</i>	LSU ribosomal protein L24P	-2.116	0.013893	- 4.3	0.019
azo3422	<i>rpsL</i>	SSU ribosomal protein S12P	-1.922	0.001653		
azo3522	<i>rhlE3</i>	putative ATP-dependent RNA helicase	-3.747	1.3E-12	- 1.8	0.022
azo3610	<i>def2</i>	probable peptide deformylase	-2.759	1.87E-09		
azo3695	<i>trpS</i>	tryptophanyl-tRNA synthetase (EC 6.1.1.2)	-2.109	1.93E-07		
azo3991		ribonuclease P protein component (EC 3.1.26.5)	-2.372	1.85E-06		
azo3992	<i>rpmH</i>	LSU ribosomal protein L34P	-2.906	3.93E-09		

¹ fold change - fold change of up- (+) or down- (-) regulation of genes under N₂-fixation as compared to ammonium-based growth conditions

Table S10. List of differentially expressed transcriptional regulators and histidine kinases.

Gene	Name	Product	RNA-Seq		Microarray	
			Fold Change ¹	p _{adj}	Fold change ¹	p-value
<i>azo0704</i>	<i>creB</i>	two component transcriptional regulator, winged helix family	-2	0.0003		
<i>azo0703^H</i>	<i>creC</i>	catabolite repression sensor kinase for PhoB	-2.44	6.00E-05		
<i>azo0735</i>	<i>ntrC</i>	nitrogen regulation protein NR(I)	5.6	1.00E-08		
<i>azo0736^H</i>	<i>ntrB</i>	nitrogen regulation protein NR(II)	2.09	0.0037		
<i>azo1490</i>		conserved hypothetical signaling protein	2.39	0.0004		
<i>azo1491</i>	<i>divK</i>	response regulator receiver protein	2.15	0.003		
<i>azo1584</i>		putative two-component hybrid sensor and regulator	2.26	1.00E-10	6.3	0.009
<i>azo2455</i>	<i>rcp2</i>	response regulator receiver protein	2.11	0.001		
<i>azo2456^H</i>	<i>cph1</i>	putative two-component system sensor protein	1.62	0.0079		
<i>azo2749</i>	<i>vsrD2</i>	probable transcriptional regulator, LuxR family	1.82	6.00E-05		
<i>azo2748^H</i>		putative sensory box histidine kinase	1.51	0.0004		
<i>azo2770</i>	<i>yfhA</i>	two component, sigma54 specific, transcriptional regulator, Fis family	-2.44	0.0015		
<i>azo2768^H</i>	<i>yfhK</i>	putative two-component system sensor kinase	-4.15	2.00E-08		
<i>azo3093</i>	<i>kdpE</i>	two component system transcriptional regulatory protein	2.22	0.0053		
<i>azo3094^H</i>	<i>kdpD2</i>	probable sensor for high-affinity potassium transport system	1.61	0.0254		
<i>azo3191</i>	<i>atoC</i>	probable acetoacetate metabolism regulatory protein	1.88	7.00E-09		
<i>azo3192^H</i>		putative two component sensor histidine kinase	1.48	0.0443		
<i>azo3499</i>		response regulator receiver modulated diguanylate cyclase/phosphodiesterase with PAS/PAC sensor(s)	1.81	7.00E-10	1.8	0.04
<i>azo3498^H</i>		histidine kinase (EC 2.7.13.3)	1.58	0.0034		
<i>azo3615</i>	<i>ompR3</i>	two component transcriptional regulator, winged helix family	-1.85	9.00E-06		
<i>azo3616^H</i>	<i>envZ3</i>	putative sensor histidine kinase	-2.02	6.00E-05		
<i>azo3665</i>		response regulator receiver modulated diguanylate cyclase/phosphodiesterase	2.2	9.00E-05	2.2	0.017
<i>azo3666^H</i>		putative sensor histidine kinase	2.93	0.0004	2.6	0.014

azo3685		putative hybrid sensor and regulator protein	-2.29	9.00E-05		
azo3805	<i>hoxA</i>	hydrogenase transcriptional regulatory protein	2.57	3.00E-06		
azo3945		putative hybrid sensor and regulator protein	-2.03	0.0002		
azo3946		putative two component transcriptional regulator	-2.04	1.00E-06		
azo3947 ^H		putative two component sensor protein	-2.12	1.00E-05		
azo0212	<i>prp</i>	transcriptional regulator, AsnC family	5.76	6.00E-05		
azo0243	<i>uidR</i>	transcriptional regulator, TetR family	-2.09	4.00E-05	-2.1	0.001
azo0519	<i>nifA</i>	nif-specific regulatory protein	80.33	4.00E-70	1.8	0.042
azo0644		putative regulatory protein	-3.21	0.0016		
azo0679	<i>nodD</i>	transcriptional regulator, LysR family	11.42	1.00E-10		
azo1015		transcriptional regulator, LysR family	-2.01	1.00E-09		
azo1118		transcriptional regulator, AraC family	2.95	0.0011		
azo1320		transcriptional regulator, AraC family	2	0.045		
azo1936		transcriptional regulator, AraC family	1.84	9.00E-05		
azo1949		transcriptional regulator, AraC family	20.51	3.00E-07		
azo2261	<i>eutR</i>	transcriptional regulator, AraC family	4.59	0.0005		
azo2262	<i>pdhR</i>	transcriptional regulator, GntR family	11.58	5.00E-05		
azo2304		transcriptional regulator, MerR-family	2.02	0.0001		
azo2458		putative transcriptional regulator, LuxR family	5.1	5.00E-09		
azo2893		DNA-binding protein Fis	-2.77	6.00E-07	2.5	0.013
azo3840	<i>modE</i>	putative molybdenum transport protein	3.57	1.00E-05	3.5	0.008

¹ fold change - fold change of up- (+) or down- (-) regulation of genes under N₂-fixation as compared to ammonium-based growth conditions

^H Cognate histidine kinases of two-component regulators with padj < 0.05

1. Sarkar, A.; Reinhold-Hurek, B. Transcriptional profiling of nitrogen fixation and the role of NifA in the diazotrophic endophyte *Azoarcus* sp. strain BH72. *PLoS One* **2014**, *9*, e86527.

How the deposited data were processed for this re-analysis (not part of the article)

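Gene expression was measured by RNA-Seq in A. olearius BH72 grown under N2-fixing conditions and with ammonium chloride, with 3 libraries per condition, taken by the paper from independent experiments. The condition and replicate of each library come from the sample labels and from Tables S2 and S3 of the paper, whose replicates I to III were taken as 1 to 3. The deposited values are estimated counts per gene: the authors trimmed reads with fastp, aligned them with READemption at its defaults, kept uniquely mapped reads and took raw values for each annotated coding sequence. Of all values 39.5% lie midway between 2 whole numbers, for which the sources used here give no reason; the versions of fastp and READemption are not given in the sources used here. The authors then rounded the values and tested them with DESeq2. Reads that align at more than 1 place are not in the counts, so genes with near-identical copies may be underestimated. All 6 columns of per-sample values were used.

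From the deposited counts the following was computed in R 4.3.3. Values were rounded to whole numbers. Genes were kept by filterByExpr of edgeR 4.0.16 with its defaults (a minimum count of 10 and a minimum total of 15), which left 3850 of 3989 genes, libraries were scaled by TMM, with factors of 1.07, 1.01 and 1.10 for ammonium replicates 1, 2 and 3 and of 0.978, 0.889 and 0.971 for N2-fixing replicates 1, 2 and 3, and conditions were compared with the robust quasi-likelihood test. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and a fold change over 1.8, as in the paper. Standard errors were derived from the same fit, as the absolute log2 fold change divided by the square root of its F statistic. Distances between libraries used variance-stabilised counts from DESeq2 1.42.0. Totals of 6120419.5 to 7566080.5 counts per library give wide errors below about 10 counts.

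Gene lists were tested with camera and fry of limma 3.58.1, camera with a preset correlation of 0.01 and with an estimated one, adjusted over the 5 lists that are whole stretches of the genome. Lists of genes that the study chose on these samples were counted and not tested. In all, 20 lists were read from figures and tables of the paper, with short ones from its text and figures. A further 31 lists defined by annotation words were not tested, since no annotation of all genes was used here; the same words served only to group the genes of Table S4.

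The samples' grouping, the tests, the lists, the alternatives and the rule for naming genes were set before the data were examined, while the values in the paper's tables had been seen. That rule takes every gene that the paper's results, Figs. 3 to 7 or Tables S5 to S10 name, the 10 largest increases and the 10 largest decreases among called genes whose libraries do not overlap, up to 4 called members of each list, and the 5 called genes with the smallest adjusted p that are absent from Table S4. A separate pick added the 5 largest increases and 5 largest decreases among called genes that the paper does not discuss. Together these are 386 genes. The text names only part of them, picked for their function or size of change after their values were seen. Genes named from the product groups of Table S4 and from runs of neighbouring genes were chosen after their values were seen. Symbols and products are those of the paper's tables.

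Whether same-numbered libraries form pairs was checked by correlating, over genes, their deviations from the mean of their condition. The alternatives were DESeq2 with and without shrinkage, limma voom, 4 other scalings, 2 other filters on low counts, the replicate number and the i7 barcode as blocks, other fold thresholds, and leaving out each library in turn. The steps were tested on simulated counts with the means and library sizes of the real ones, in which 200 genes were changed. For the comparison of 3 N2-fixing with 3 ammonium libraries, edgeR called 52% of the genes changed by a fold of 2 and 94% of those changed by a fold of 4, none in the wrong direction, with 14 false calls among 3835 genes. DESeq2 called 58% and 98% with 27 false calls among 3850 genes. In that simulation a gene changed by a fold of 2 was thus missed about as often as it was found. In the real data 1704 genes passed the adjusted p alone, far more than the 200 changed there. The share missed in the real data can therefore differ and was not measured. RPKM values, categories of orthologous groups, microarray values and reporter assays were not analysed here.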

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

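The genes below were picked by a rule set beforehand, and no test in this part was chosen only after the result was seen. They are the 5 largest increases and the 5 largest decreases among called genes that the paper's text, figures and small tables do not discuss; no group was large enough for a test of single stray libraries, since each condition has 3.

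Among the increases, *azo0563*, which follows the nitrogenase cofactor genes, had a log2 fold change of 7.11 (standard error 0.29), with 1658 ± 431 normalized counts (SD, n = 3) in N2-fixing cells and 12.0 ± 2.50 (SD, n = 3) in ammonium-grown cells. The ferredoxin gene *fer22* (*azo3368*), for a small iron-sulfur protein that carries electrons, was at 6.94 (standard error 0.59) and its neighbour *azo3367*, for a homolog of NifZ, at 6.82 (standard error 0.64). The hypothetical gene *azo2958* was at 6.77 (standard error 0.83), and at 7.80 without ammonium replicate 2 and 6.08 without N2-fixing replicate 2; it had 10.1 ± 9.02 normalized counts (SD, n = 3) in ammonium-grown cells. For *azo1131*, a conserved gene of unknown function, the value was 6.75 (standard error 0.49). Adjusted p from edgeR were 2.2e-05 for *azo0563*, 0.00039 for *fer22*, 0.00058 for *azo3367*, 0.0016 for *azo2958* and 0.00022 for *azo1131*.

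Among the decreases, *aldA* (*azo2939*), for an aldehyde dehydrogenase, had 220.2 ± 84.4 normalized counts (SD, n = 3) in N2-fixing cells and 1601 ± 1659 (SD, n = 3) in ammonium-grown cells and a log2 fold change of -2.86. It was -1.51 without ammonium replicate 2, and the call was lost without N2-fixing replicate 1, 2 or 3 (log2 fold changes -3.08 to -2.58, adjusted p = 0.051 to 0.075 from edgeR) or with the i7 barcode as a block (log2 fold change -2.31). The genes *azo0106* and *azo0087*, for a membrane and a secreted protein, were at -2.54 and -2.48, and both kept their call without any 1 library. For *azo3955*, of unknown function, the log2 fold change was -2.43 (standard error 0.53), with 328 ± 47.7 normalized counts (SD, n = 3) in N2-fixing cells and 1767 ± 1119 (SD, n = 3) in ammonium-grown cells. For *azo3957*, for a DNA polymerase III subunit, it was -2.35 (standard error 0.59), and -1.66 without ammonium replicate 3; its call was lost without ammonium replicate 1 or without N2-fixing replicate 2 or 3 (log2 fold changes -2.47 to -2.23, adjusted p = 0.050 to 0.060 from edgeR).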

How the results depend on the processing

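All alternatives in this part were set beforehand, and none was chosen after the result was seen. Of 386 named genes, 268 had the same call with every other tool, scaling, filter and block and without each library, wherever they were tested, 230 of them called, and none changed direction while called; other fold thresholds were not counted there. Over all genes, the number called was 909 and lay between 742 (without N2-fixing replicate 3) and 1035 (scaled to the total count) over other tools, scalings, filters, blocks and left-out libraries: 966 with DESeq2, 945 with its shrinkage, 889 with limma voom, 907 with DESeq2's size factors in edgeR, 1022 scaled to the uniquely aligned reads, 910 with TMM computed without the nif, hydrogenase and nitrate lists, 926 without the filter on low counts, 824 with at least 50 counts in every library of 1 condition, and 794 with the i7 barcode as a block. Leaving out 1 library gave 742 to 933. Depth limits genes of low level, and a change near 1.8-fold or with few counts can pass or fail by scaling or by 1 library.

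The fold threshold moved the counts most, by its construction. In total 1378 genes were called at a fold of 1.5, 317 when the test was made against a fold of 1.8, and 1704 with no fold threshold. For higher genes the test against 1.8 gave 224 and no threshold 804; for lower genes a fold of 1.5 gave 683, the test against 1.8 gave 93 and no threshold 900. With no fold threshold, list members higher were 35 flagellar, 14 pili and 6 kinase genes, and members lower were 1 pili, 2 TCA, 5 riboflavin and 13 purine genes.

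Scaling to the total count or to the uniquely aligned reads gave the same counts for these lists: 11 flagellar genes higher (17 with TMM), 4 TCA genes higher (7), 2 TCA genes lower (0), 1 pili gene lower (0), 4 riboflavin genes lower (2) and 10 purine genes lower (6). These scalings move all genes by -0.162 and -0.161 at the median; no other cause was tested here. Without a filter 1 pili gene was lower. With at least 50 counts, 6 cobalamin genes were lower (10): *cobU* (*azo3557*) was not tested, and *azo3517*, *cobB* (*azo3550*) and *cobA2* (*azo3551*), at -0.85, -0.83 and -0.83, came under the fold threshold. With the i7 barcode as a block, 1 TCA gene was lower (0) and 1 kinase gene higher (2); the cause was not tested.

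Leaving out 1 library at a time gave 14 to 28 flagellar genes higher, 4 to 7 TCA genes higher, 0 to 1 TCA genes lower, 0 to 1 pili genes lower, 2 to 4 riboflavin genes lower, 14 to 21 regulators higher, 5 to 9 regulators lower and 0 to 2 kinase genes higher; fewer samples were fitted, and no other cause was tested. In the gene list tests, the preset correlation passed all 5 lists and the estimated one did not pass the hydrogenase list (adjusted p = 0.158) or the cell wall list (adjusted p = 0.0908); fry passed all 5.

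With the replicate block, 969 genes were called, 548 higher and 421 lower, and 896 of the 909 calls were kept. The check made here does not decide whether the numbers pair the libraries. Deviations of same-numbered libraries correlated over genes at -0.00639, 0.415 and 0.347 for replicates 1, 2 and 3. Ammonium replicate 1 correlated best with N2-fixing replicate 3, at 0.137, while ammonium replicates 2 and 3 correlated best with their own number. Numbers of detected genes by RPKM, at minima other than that of the paper, were not run, since gene lengths were not used here.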

Differences from the paper's values

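No test in this part was chosen after the result was seen. For the largest fold change among the urea uptake and urease genes the paper's text gives 8.8. The value here is 16.6, for *amiC2* (*azo0674*). The SD of the N2-fixing libraries, divided by the mean of the ammonium libraries, is 5.04. Of the alternatives set before the data were examined, leaving out N2-fixing replicate 3 gave 13.7, which lies within that spread of the paper's value. All others differ from it, with 16.6 from DESeq2, 15.3 with its shrinkage, 16.3 from limma voom, 16.7 with DESeq2's size factors, 16.8 with TMM computed without 3 lists, 14.8 scaled to the total count, 14.8 scaled to the aligned reads, 16.4 without a filter, 17.1 with at least 50 counts, 16.4 with the replicate block, 17.6 with the i7 block and 15.3 to 18.9 when another library was left out. The second largest value here, in *urtE* (*azo0678*), is 8.78, close to the upper end of the paper's range. DESeq2 calls *amiC2* too, and over all 966 genes its log2 fold changes differ from those of Table S4 by at most 5.96e-06. All 966 genes that DESeq2 calls here are in Table S4, so that table holds 16.6 for *amiC2* too. The gap thus lies between the paper's text and its own table, which argues against a difference in processing as its cause.

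Of the 10 RT-qPCR values, those beyond both a factor of 1.5 and an SD from the value here are given as different. That SD is of the condition with the higher level, divided by the mean of the other condition. It leaves out the spread of the other condition, so a value just beyond it, as for *azo2687*, is not settled as different. For *nirB* (101 by RT-qPCR and 249.5 here, with an SD of 164) and *azo3956* (-3.4 and -5.59 here, with an SD of 3.94) only the factor is passed. For *azo2264*, the paper's RT-qPCR value is 23.7-fold and the value from the counts is 15.3, with an SD of 6.84. Leaving out ammonium replicate 1 (17.1), ammonium replicate 2 (16.4) or N2-fixing replicate 1 (18.9) brings it within a factor of 1.5 or the spread, and the other alternatives, from 12.2 to 15.7, do not. For *azo2687*, the paper's RT-qPCR value is -2.5 and the value from the counts is -5.35, with an SD of 2.78. It does not differ with DESeq2's shrinkage (-4.82), limma voom (-4.90), at least 50 counts (-5.19), the replicate block (-4.97), or without ammonium replicate 1 (-5.06), ammonium replicate 3 (-4.09) or N2-fixing replicate 1 (-4.58). It does differ with DESeq2 (-5.35), the other scalings (-5.29 to -6.12), no filter (-5.40), the i7 block (-5.39) and without ammonium replicate 2 (-6.71), N2-fixing replicate 2 (-6.15) or N2-fixing replicate 3 (-5.60). RT-qPCR and counts are different measures of the same transcripts.

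The paper calls 966 genes, and edgeR calls 909 at the same thresholds. DESeq2, which the paper's methods name, reaches 966 here, with 533 higher and 433 lower, and its log2 fold changes differ from those of Table S4 by at most 5.96e-06. With edgeR 70 of the 966 genes of the table are not called, 5 of which are not tested, and 13 others are.

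Among lists, the paper counts all genes of Table S9 as lower, where 47 of 51 are here; *truB*, *rpsT*, *rplE* and *rplX* did not pass with edgeR and did with DESeq2, with adjusted p of 0.033, 0.0090, 0.031 and 0.014. It counts 12 TCA genes as higher by the adjusted p with a fold over 1.5, where 10 are here; *icd1* and *gltA* had adjusted p of 0.057 and 0.051 from edgeR and 0.031 and 0.015 from DESeq2. Of the pili genes it counts 15 and 14 are here; *pilV* had an adjusted p of 0.086 from edgeR and 0.047 from DESeq2. Of the flagellar genes past both thresholds it counts 18, and 17 are here with either tool; *fliH* lies at a fold of 1.80.

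Single genes that the paper names as higher and that did not pass with edgeR are *ureA* and *ureD*, *azo1991*, the phasin gene *azo3815* and *yeaH*. Their adjusted p were 0.055, 0.070, 0.069, 0.11 and 0.082 from edgeR, and 0.0073, 0.027, 0.032, 0.037 and 0.025 from DESeq2, which calls all 5. All 5 have the paper's direction. Of the 11 kinases that the paper lists as modulated, *azo3192* had an adjusted p of 0.063 from edgeR and 0.044 from DESeq2.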

Other observations

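The tests of the total count scaling, of the replicate 2 libraries, of the nitrate genes and of the estimated correlation in other splits were chosen only after the result was seen, and so were the genes named in this paragraph and the next. Called genes of the same direction often lie side by side. There were 30 runs of 5 or more neighbouring called genes, with 214 genes (23.5% of the called ones), and the longest had 21; in 1000 random orders of the calls the highest number of such runs was 3 and the longest run 6. Some of these runs are not in the paper's text. The genes *azo3470* to *azo3474* begin with *vgrG* (*azo3470*), for a spike protein of type VI secretion that lies far from the cluster described by the paper, and were higher at 2.80 for *vgrG* and up to 3.58 for *azo3472*. Higher as well were *azo2304* to *azo2312*, from a MerR-type regulator through a recombinase to sugar-cleaving enzymes, among them *palZ* (*azo2310*) at 2.13 (standard error 0.17) and *azo2308*, for a helicase-like protein, at 1.93 (standard error 0.15). Lower were *azo0254* to *azo0262*, with a polysaccharide deacetylase and an acetyltransferase, at -1.74 to -1.05.

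Other genes concern metals, redox balance and the cell envelope. The sulfonate uptake genes next to *ssuA* were higher, with *azo3513* at 4.14 (standard error 0.39) and *ssuC* (*azo3514*) at 3.05 (standard error 0.26). The catalase-peroxidase gene *katG* (*azo2989*) was higher at 2.11 (standard error 0.42) and the peroxiredoxin gene *azo2663* at 1.27 (standard error 0.16), while of the 4 genes of oxidative stress in Table S4, all of them higher, 2 stayed so without ammonium replicate 1. There *ahpC* (*azo0769*) and *ahpF* (*azo0770*), at 1.37 (standard error 0.43) and 2.35 (standard error 0.54) before, were at 1.39 and 2.33. Both lost their call by the adjusted p alone (0.11 and 0.054 from edgeR). The call of *ahpC* was lost as well without any other library but N2-fixing replicate 1, at 0.79 at lowest. It was also lost with the i7 barcode as a block, at 1.29 (adjusted p = 0.10 from edgeR), and with the replicate number as a block. Of 7 genes of glycogen and trehalose there, 6 were higher, but 0 without ammonium replicate 1, where all 6 lost their call by the adjusted p alone (0.053 to 0.12 from edgeR): their log2 fold changes were 1.13 to 1.85 before and 1.08 to 1.55 there. A manganese uptake gene, *mntB1* (*azo0641*), was lower at -2.12 (standard error 0.39), and so was *ccmA* (*azo3936*), for heme export to cytochrome c, at -1.43 (standard error 0.11), with all 5 genes of cytochrome c maturation in the table lower, and 3 without ammonium replicate 3, 3 without N2-fixing replicate 2 or 3 without N2-fixing replicate 3. The 2 lost, at -1.16 and -1.05 before, were at -0.80 and -0.74, under the fold threshold, without the first of these libraries, and lost the call by the adjusted p alone without the others. The lipid A gene *htrB* (*azo0590*) was at -1.63 (standard error 0.19) and the cell wall synthase gene *mrcA* (*azo3651*) at -1.29 (standard error 0.26). Apart from *ahpC*, *ahpF* and the genes of glycogen, trehalose and cytochrome c maturation with lost calls, the genes given with a value in these paragraphs kept their call when any 1 library was left out. The depolymerase gene *phaZ* (*azo0050*), which breaks down the storage polymer that *phbC2* makes, was higher at 1.48 (standard error 0.15).

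The first pattern is the scaling. With TMM, 54.9% of the called genes were higher, and with total counts 40.8%. After all libraries were thinned to 1 total, the median shift between the scalings was -0.168, as large as before (-0.162). Both scalings already divide by depth, so thinning could hardly change this shift, and the result says nothing about depth as a cause. Without the 131 genes of the 8 induced lists, which took 9.38% of counts in N2-fixing and 0.360% in ammonium-grown cells, the shift was -0.0529, so these lists may account for the larger part of it. Whether the total RNA per cell also differed is open, since no added standard was used here.

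The second pattern is that ammonium replicate 2 and N2-fixing replicate 2 deviate from their condition's mean in the same genes, with a correlation over genes of 0.415. Such a correlation is across genes, which are not independent replicates; 10 genes lay over 1 log2 unit higher in both libraries, among them *mucD3* (*azo1763*), for a serine protease, and 8 lay over 1 unit lower in both, among them *azo0373*. An effect of the i7 barcode would cancel in the difference of 2 libraries that share condition and barcode, yet ammonium replicate 2 minus 3 and N2-fixing replicate 2 minus 1 still correlated at 0.357, which argues against it as the whole cause. Thinning all libraries to 1 total left 0.41. The deviations are already scaled by depth, so thinning could hardly change this value, and it says nothing about depth as a cause. A shared experiment behind each number stays open as a candidate explanation, as the replicate 1 pair gave -0.00639 and the replicate 3 pair 0.347, and nothing in the design decides it. No biological explanation was tested.

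The third pattern is the low level of nitrate assimilation genes in N2-fixing replicate 1, at -1.56 log2 units from the condition's mean at the median. RNA of ammonium-grown cells mixed into this library would lower all induced genes alike, but the type VI secretion genes lay at -0.218 (-0.578 to -0.0342), which argues against it. Counting error does too, since the lowest count of a nitrate gene there was 404. Over the called genes of other lists the medians were -0.687 for ammonium transport and nitrogen regulation, -0.62 for molybdate transport, -0.422 for urea, -0.388 for the nif cluster, -0.333 for uptake hydrogenase and -0.297 for amino acid uptake. No biological explanation was tested, and the reason stays open.

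Other splits of the 6 libraries into 3 and 3 were fitted in the same way. The real split called 909 genes, the largest result in 1 of the 10 splits, and the highest other split called 0. For camera with the preset correlation the real split passed 5 lists and the highest other split also 5, with 4 splits reaching that number; with the estimated correlation these were 3 and 0, the real split being the 1 of 10. With 10 splits no share can be under 0.05.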
